# An embryonic system to assess direct and indirect Wnt transcriptional targets

**DOI:** 10.1038/s41598-017-11519-z

**Published:** 2017-09-11

**Authors:** Jahnavi Suresh, Nathan Harmston, Ka Keat Lim, Prameet Kaur, Helen Jingshu Jin, Jay B. Lusk, Enrico Petretto, Nicholas S. Tolwinski

## Abstract

During animal development, complex signals determine and organize a vast number of tissues using a very small number of signal transduction pathways. These developmental signaling pathways determine cell fates through a coordinated transcriptional response that remains poorly understood. The Wnt pathway is involved in a variety of these cellular functions, and its signals are transmitted in part through a β-catenin/TCF transcriptional complex. Here we report an *in vivo Drosophila* assay that can be used to distinguish between activation, de-repression and repression of transcriptional responses, separating upstream and downstream pathway activation and canonical/non-canonical Wnt signals in embryos. We find specific sets of genes downstream of both β-catenin and TCF with an additional group of genes regulated by Wnt, while the non-canonical Wnt4 regulates a separate cohort of genes. We correlate transcriptional changes with phenotypic outcomes of cell differentiation and embryo size, showing our model can be used to characterize developmental signaling compartmentalization *in vivo*.

## Introduction

Signaling pathways elicit cellular responses in part by regulating the transcription of specific cohorts of target genes. Signaling pathways that are crucial for development, homeostasis and tumorigenesis have both negative (repressive) and positive (activation and de-repression) effects on transcription^1^. Negatively regulated targets can have different biological activities from positively regulated targets^2^. The Wnt signaling pathway provides a striking example of this phenomenon where Wnt signals can elicit a variety of cellular responses including differentiation, growth, and polarity^3–6^. Increased Wnt signaling has apparently opposite roles on cell proliferation: excessive Wnt signaling leads to over proliferation of cancer cells, but it is also required to maintain undifferentiated, quiescent stem cells^7, 8^. As a result, therapeutic interventions that block Wnt in tumours are likely to have both beneficial and detrimental consequences; when cancer growth is inhibited, useful stem cells are likely to be lost as a side-effect^9, 10^. It is probable that these opposing effects occur through the transcriptional activation of different Wnt target genes, raising the intriguing possibility that therapies targeted downstream could avoid the detrimental effects of disrupting the whole pathway.

Wnt signalling and its dysregulation has been implicated in a variety of developmental disorders and diseases, including diabetes, Robinow Syndrome, cancer and aging^11–13^. Wnt regulation appears to be highly context-specific, affecting different genes in different cell types at different developmental stages^14^, and the features defining how a Wnt target gene is regulated are not fully understood^15^. Wnt signaling refers to a series of signaling pathways or networks divided into non-canonical and canonical. Non-canonical signaling is a collection of signal transduction pathways that do not use TCF/β-catenin for their transcriptional outputs^16^. These are associated with planar or apical-basal polarity and calcium signaling. In vertebrates, these are driven by non-canonical Wnts-4, -5a, -5b, -6, 7a, -7b, and -11. In *Drosophila*, the main non-canonical or Planar Cell Polarity (PCP) pathway uses Wnt indirectly^17^, but there are two characterized Wnts that do not signal through the canonical pathway. Wnt5 binds to the receptor Ryk and mediates axonal pathfinding^18^, while Wnt4 functions through PTK7 in opposition to canonical Wnt1^19, 20^ to regulate polarity, cell migration and invasion^21, 22^.

The canonical Wnt signaling pathway is largely mediated via β-catenin binding to the transcription factor TCF^4, 5^. TCF binds to DNA through a consensus sequence, CCTTTGATCTT, at genes it activates in conjunction with β-catenin, and at the same site with Groucho/TLE at genes it represses. Genes at Gro/TCF sites can be de-repressed by Wnt signaling, where Gro and β-catenin competitively bind to TCF setting up a switch where β-catenin can remove Gro/TCF leading to derepression, or replace Gro/TCF with β-catenin/TCF leading to activation^23^. Additionally, genes can be actively repressed upon signaling activation through TCF/β-catenin binding to a novel consensus site, AGAWAW^24^, or through a second repressor Coop^25^. Specificity can be increased through helper sites bound by the C-clamp region^15, 24, 26–31^. In vertebrates, the four TCF gene family members function as both transcriptional repressors and activators^32^. *Drosophila* has only one gene that encodes TCF, which must perform both functions, making this system simpler to manipulate genetically. This feature that was recently used to study activation and derepression of Wnt targets in *Drosophila* tissue culture cells lacking TCF^33^. In studies of TCF in fly embryos, the difference between the two functions of TCF becomes apparent when loss of function mutants are compared to dominant negative TCF transgenes^34^. Loss of function embryos show a loss of patterning, but the embryos remain large^34^. In contrast, expression of dominant negative TCF leads to a small embryo that lacks patterning^5^. This finding led us to propose that the two roles of TCF might be separable at the transcriptional level, and led us to develop tools to analyse transcription *in vivo*.

We focus on developing methods for assessing transcriptional programs downstream of Wnt signalling, and identifying the processes and mechanisms involved. To this aim, we developed a naïve embryo system in which we can activate or repress different forms of Wnt signaling at various levels in the different pathways. This system allowed us to dissect the effects of Wnt signalling at both the phenotypic level of the whole organism and at the molecular level.

## Results

### Development of a naïve-embryo transcriptional assay system

We developed a transcriptional assay using the *Drosophila* embryo, where by using simple genetic manipulations we can create relatively naïve, homogeneous populations of cells, therefore minimizing the confounding effect of non-specific, secondary, and multiple signaling pathway effects that are often observed in gene expression studies^35^. In normal *Drosophila* development, eggs are provided with maternal patterning signals. These signals include anterior-posterior patterning molecules such as Bicoid and Nanos, terminal patterning determinants such as Torso and Torsolike (EGF pathway related), and dorsal-ventral signals such as Toll and Dpp (NFκB and TGFβ signaling pathways)^36–38^. These patterning signals determine the axes of the developing embryo and activate further signals that lead to specific cellular identities for each cell in the embryo. Removal of these basic patterning signals leads to eggs that develop a simple, un-patterned epithelium “naïve embryos”. For anterior-posterior patterning, we used a triple mutant (*bicoid*, *nanos*, *torsolike*) that eliminates anterior, posterior and terminal patterning respectively leading to highly compromised development (Supplementary Movies 1 and 2)^39, 40^. A further advantage of this system lies in the fact that these are maternal effect mutations, allowing the use of homozygous females that lay 100% mutant eggs, therefore removing the difficulty of identifying mutant embryos and avoiding the use of complicated germline clone techniques^34, 41, 42^. This experimental setup creates a condition where all the embryonic cells are identical with respect to Wnt signalling, and as these embryos do not gastrulate, additional complication of endodermal and mesodermal cells types is avoided.

### Basic phenotypic analysis of Wnt signaling

We introduced several genetic changes targeting specific components of the Wnt signalling pathway in otherwise wild-type embryos and assessed their consequences via a simple phenotypic assay (Fig. 1). This was accomplished by examining both the size of the embryos (normal/small) and their differentiation status (naked or with denticles) (Fig. 1C). Wg overexpression (Wg++) was accomplished by using the GAL4/UAS system to establish the hyper-activated pathway condition^43^. A second approach to activate canonical Wnt signaling was to express arm∆N, an allele lacking the N-terminal region that contains phosphorylation sites for GSK3 and CK1 that target Arm for ubiquitination and proteasome mediated degradation^44, 45^. The opposite condition, or inactivation of Wnt signaling, was the expression of a dominant-negative allele (tcf∆N-short). This form of TCF lacks the Arm binding region, the Groucho binding sequence (GBS) and the C-clamp that are required for β-catenin binding, Gro repressor binding, and additional target specificity respectively (Supplemental Fig. 1)^15, 27^. This makes tcf∆N-short a strong dominant negative form of TCF as it is unable to release DNA, interact with Gro or recruit the transactivating domain of β-catenin effectively blocking both activation and de-repression and leading to small, un-patterned embryos (Fig. 1)^3^. We were unable to generate the perfect intermediate condition, or *tcf* maternally and zygotically mutant embryos as the genetics were too complicated, instead we overexpressed a longer form of tcf∆N (tcf∆N-long, S1). This TCF gene lacks only the N-terminal β-catenin binding domain and retains the GBS and C-clamp maintaining Gro dependent repression and de-repression, but lacks β-catenin dependent activation. This form of TCF does not respond to β-catenin and phenocopies loss of TCF in embryos (Figs 1 and S1)^34^.

**Figure 1:**
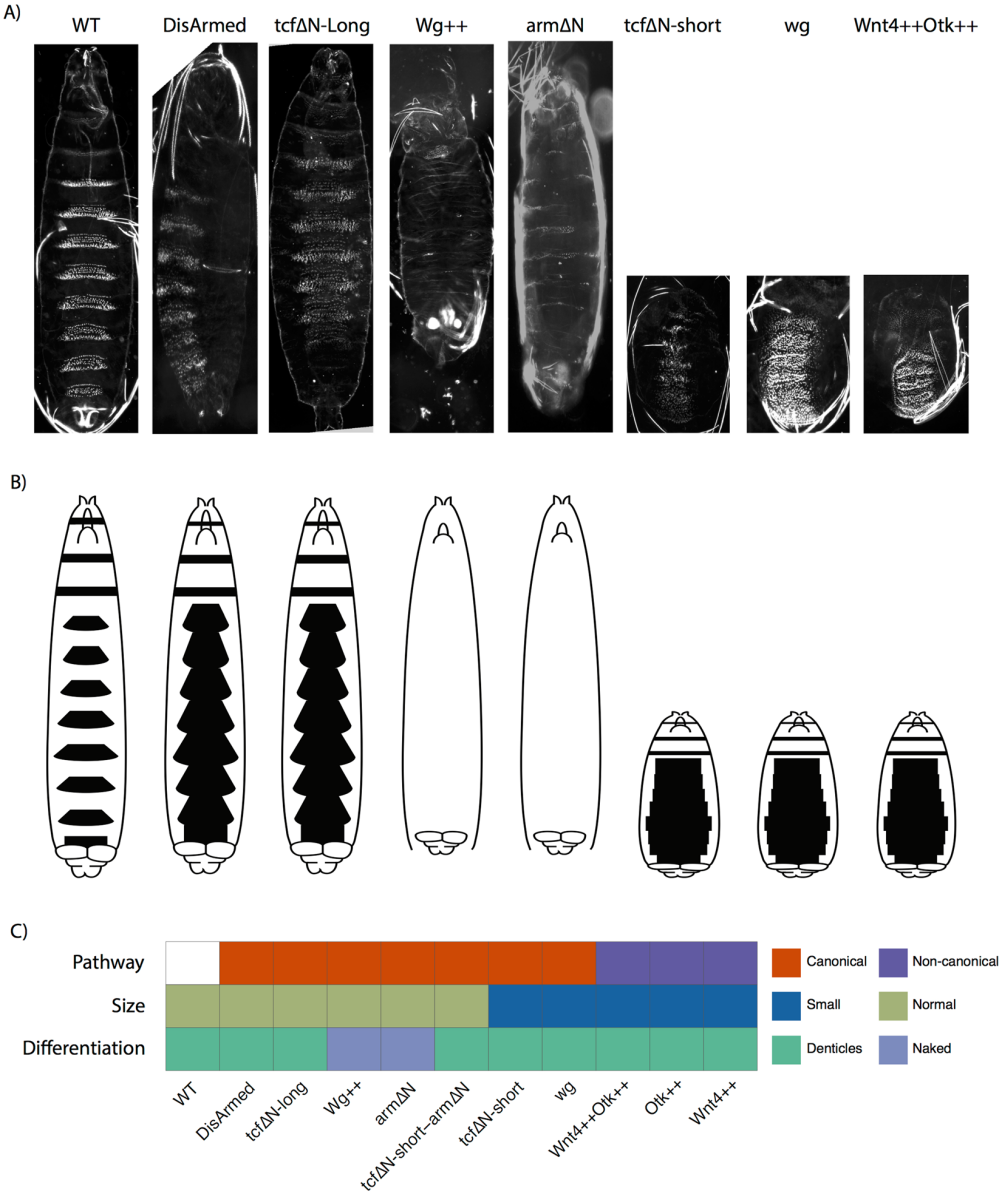
Mutations affecting components of the Wnt signalling pathway lead to various developmental phenotypes. (**A**) Phenotypes of the Wnt signaling conditions analysed, with large denticle covered embryos (DisArmed, tcf∆N-long), large naked embryos (Wg++, arm∆N), and small denticle covered embryos (tcf∆N-short, *wg*, Wnt4++/Otk++) compared to wildtype (WT). (**B**) Schematic view of embryo size and denticle coverage as shown in black. (**C**) Embryos were classified based on their observed phenotype in terms of size (normal/small) and differentiation status (assessed by denticle coverage; covered/naked). These embryos are not *bicoid*, *nanos* and *torsolike* mutants.

The classic *wingless* phenotype in *Drosophila* embryos shows a small denticle covered embryo^46^. Similar phenotypes were observed for other strong loss of function alleles of Wnt signaling genes such as *arm*/β-catenin and *dishevelled* ^47, 48^. tcf∆N-long expressing embryos, which lack transcriptional activation in response to Wnt activation, are large^34^, whereas tcf∆N-short embryos, which lack activation in response to Wnts but retain repression of Wnt targets, are small^5^. Under both conditions, patterning and the cell-fate decisions are disrupted in the same way (all epidermal cells make denticles), which suggests that transcriptional activation is required for differentiation and cell-fate determination, while regulation of transcriptional repression is required for cell proliferation and embryo size (Fig. 1).

Another way to establish the intermediate phenotype (large, un-patterned embryos) was the expression of a dominant negative version of Arm (DisArmed) where the transactivating region of the C-terminus is deleted along with a mutation in the Pygopus binding site^24^. Expression of DisArmed blocks signaling by binding to TCF but not forming any activating complexes as transcriptional machinery is not recruited. We observed that these embryos showed a patterning phenotype where all cells made denticles, but the embryos were still large similar to loss of TCF (Fig. 1). This suggests that DisArmed blocks transcriptional activation, but still allows de-repression similar to TCF mutants^34^.

In order to understand the effects of perturbing the non-canonical Wnt pathway, we used the non-canonical Wnt4 ligand that functions in opposition to the canonical Wg^19, 20^. We have recently shown that uniform expression functions in conjunction with the co-receptor PTK7 (Protein Tyrosine Kinase 7, *Drosophila* Offtrack or Otk) to oppose canonical signals in *Xenopus* and *Drosophila*, resulting in small un-patterned embryos similar to tcf∆N-short and *wg* ^19^. As Wnt4 opposes Wg, we hypothesized that this would provide a non-canonical, not functioning through *arm*/β-catenin and TCF, readout.

### Expression profiling reveals distinct transcriptional programs reflecting observed phenotypes

We examined changes in gene expression in all of the conditions using microarrays (see Methods). 

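The arrays measured naïve embryos, which lack the maternal bcd, nos and tsl cues for the axis from head to tail, with 1 or 2 Wnt components changed across the embryo. The overexpressed genes were read first, as a check of the labels. wg, which encodes the canonical ligand, averaged a log2 value of 10.09 ± 0.08 (SD, n = 2 arrays) in Wg++ and 6.41 ± 0.02 (SD, n = 2) in WT. This was a log2 fold change of 3.68 (standard error 0.29, adjusted p = 6.58e-05) from limma's test. wg lies on chromosome 2L, 7307159 to 7316265 of the Release 6 assembly. pan, which encodes TCF, was higher than in WT in each of the 3 genotypes that express a shortened TCF. Its log2 fold change was 5.83 in tcf∆N-short (adjusted p = 3.74e-06), 6.12 in tcf∆N-long (adjusted p = 4.5e-06) and 5.67 in tcf∆N-short-arm∆N (adjusted p = 2.86e-06). otk did not pass the test in Otk++, at 0.64 (standard error 0.30, adjusted p = 0.32). Whether its probeset detects the transgene is not known, so the label of Otk++ is left unchecked. arm is not analysed here, so the labels of arm∆N and DisArmed and the arm∆N part of tcf∆N-short-arm∆N are unchecked too.
Each array held RNA of about 50 embryos aged 4 to 16 h, and each genotype was measured on 2 arrays, which the paper describes as biological replicates. The 16 arrays of 8 genotypes used here are WT, tcf∆N-short, tcf∆N-long, Wg++, arm∆N, DisArmed, Otk++ and tcf∆N-short-arm∆N, and the arrays with Wnt4 are not analysed here. The values are log2 intensities after GC-RMA by the authors, between 2.289 and 13.77. limma was fitted to 8859 genes, 1 probeset per gene, with 1 coefficient per genotype. A gene was called between 2 genotypes at an absolute fold change above 1.5 and an FDR under 10%. Lists of genes of a pathway, tissue or stage were fixed before the arrays were examined, though after part of Table S1 had been read, and each was compared with all other genes by camera. The p-values rest on the spread between 2 arrays per genotype, so their number limits the precision.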

Our preliminary studies using wild-type embryos expressing Wnts showed huge numbers of gene expression changes (data not shown), so we turned to the “naïve” embryo system. In this developmentally restricted system we identified 1,360 genes whose expression was significantly altered upon perturbing either canonical or non-canonical Wnt signalling (False Discovery Rate (FDR) < 1%). 

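Embryos of Wg++ had lower expression of larval midgut enzymes and higher expression of transcripts laid down in the egg. Immune response genes were higher in both Wg++ and arm∆N, and wound response genes in arm∆N. TwdlF, a Tweedle cuticle protein gene, fell in Wg++, with a log2 fold change of −5.74 (standard error 0.57, adjusted p = 0.000233), and bcd, the maternal determinant of the anterior, rose by 4.24 (standard error 0.73, adjusted p = 0.0021). Without WT replicates 1 and 2 in turn bcd rose by 3.25 and 5.22, and with its probeset of highest mean by 2.93. Of 23 maternal egg transcripts, 13 were higher in Wg++, 1 was lower and 9 did not pass (15 and 1 when adjusted over the list alone). Their median log2 fold change was 1.74 (adjusted p = 3.62e-05 from camera, and adjusted p = 0.859 with an estimated correlation). Of 35 larval midgut digestive enzymes, 20 were lower, 1 was higher and 14 did not pass (21 and 1 when adjusted over the list alone), with a median of −0.84 (adjusted p = 0.000232 from camera, and adjusted p = 0.874 with an estimated correlation). The maltase Mal-A3 was among them, at −5.94 (standard error 0.40, adjusted p = 3.42e-05). In arm∆N, 10 of 21 immune response genes were higher, none was lower and 11 did not pass (14 higher when adjusted over the list alone). The list's median was 1.68 (adjusted p = 1.91e-07 from camera, and adjusted p = 0.837 with an estimated correlation), with the Bomanin BomT2 at 4.89 (standard error 0.56, adjusted p = 0.000686). In Wg++, 10 immune response genes were higher, 1 was lower and 10 did not pass (10 and 1 when adjusted over the list alone), with a median of 0.57 (adjusted p = 0.00868 from camera, and adjusted p = 0.88 with an estimated correlation). Of 13 genes of the JNK pathway and wound response, 6 were higher in arm∆N, none was lower and 7 did not pass (8 higher when adjusted over the list alone). Their median was 0.99 (adjusted p = 0.00015 from camera, and adjusted p = 0.837 with an estimated correlation), and puc, a phosphatase induced by JNK, was at 0.99 (standard error 0.21, adjusted p = 0.0131). TwdlF and Mal-A3 in Wg++ and BomT2 in WT lay near the lowest value of the arrays, so the sizes of their changes are lower bounds.
Across all 7 comparisons with WT, 1091 of the 8859 genes were altered at an FDR under 1% (limma's F test), and 4350 had an unadjusted p under 0.05. That count was 724 without the expression filter. It was 419 and 461 without Wg++ replicates 1 and 2, 536 and 553 without those of tcf∆N-long, 542 and 562 without those of DisArmed, and 599 and 654 without those of arm∆N. By genotype, Wg++ differed from WT at 3615 genes, 1662 of them higher, and arm∆N at 1729, 700 of them higher. Without Wg++ replicate 1 the first count was 2375. The second was 871 without WT replicate 1, and 1127 and 984 without arm∆N replicates 1 and 2. The median of all genes between Wg++ and WT was −0.11 in the deposited values and −0.004 after cyclic loess. After that scaling 1973 genes were higher and 1529 lower in Wg++, and 779 higher and 751 lower in arm∆N.

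**Figure D1:**
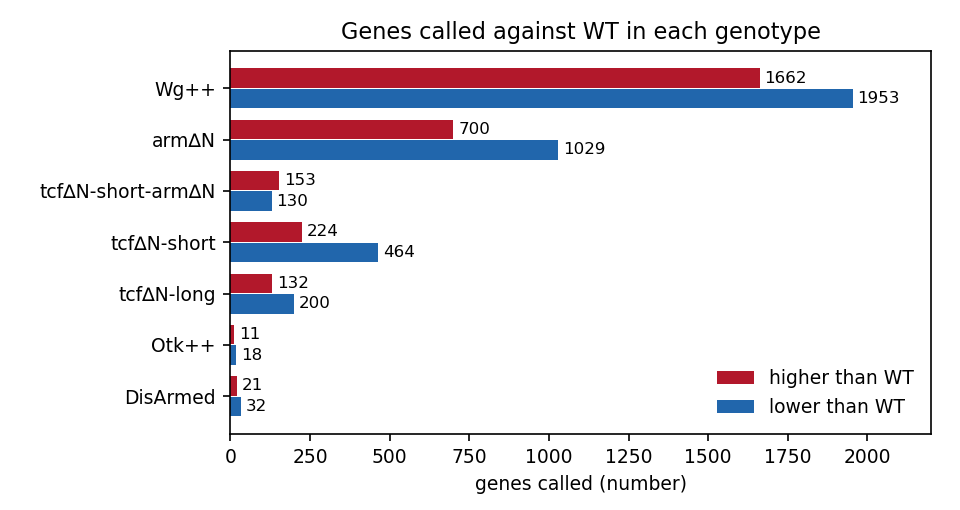
Number of genes called higher (red) and lower (blue) than in WT for each of the 7 genotypes, from limma at an absolute fold change above 1.5 and an FDR under 10%. Wg++ has 3615 called genes and Otk++ 29.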

Hierarchical clustering of these genes revealed distinct expression patterns associated with perturbations affecting these separate branches of the Wnt signalling pathway (Figs 2A and S2A). 

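Few genes differed between WT and naïve embryos with DisArmed, a dominant negative form of Arm. Among them were a mucin gene and 2 cytochrome P450 genes that went opposite ways. Muc26B, a mucin gene, fell, with a log2 fold change of −4.58 (standard error 0.59, adjusted p = 0.00691). obst-H, which encodes a chitin-binding obstructor protein, fell, at −2.89 (standard error 0.29, adjusted p = 0.00161), and the cytochrome P450 gene Cyp28d2, at −3.99 (standard error 0.37, adjusted p = 0.00117). Cyp6a17, another P450 gene, was higher, at 3.27 (standard error 0.35, adjusted p = 0.00211). Also among the genes that rose were CG31445, a gene with an aminopeptidase domain, at 2.74 (standard error 0.23, adjusted p = 0.00117), and CG4053, which encodes a serine protease, at 2.20 (standard error 0.28, adjusted p = 0.00691). Cyp6a17, CG31445 and CG4053 in WT and obst-H in DisArmed lay near the lowest value of the arrays, so the sizes of these changes are lower bounds. The level of Cyp6a17 was as low in 3 other genotypes, and an effect of DisArmed on it cannot be told from a variant of the fly stocks. Cyp28d2 also fell in arm∆N, at −4.60 (adjusted p = 6.13e-05 from limma's test). In all, 21 genes were higher and 32 lower, from limma's test, and 667 genes had an unadjusted p under 0.05. Of the lower genes, 24 were also lower in tcf∆N-long and 9 in Otk++. Of the higher genes, 7 and 1 were also higher there. The WT arrays are common to these comparisons, so part of the sharing may come from those. The number of called genes, 53, was 16 and 28 without DisArmed replicates 1 and 2, 24 without WT replicate 1 and 310 without WT replicate 2. With only the arrays of DisArmed and WT no gene was called, so none of the genes named above passed there. Over all genes, the means of DisArmed and WT lay at a Euclidean distance of 41.6 on the log2 scale, the smallest distance of any genotype from WT.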

Expression of DisArmed showed a milder phenotypic change compared to WT, and this was mirrored in the similarity of their expression profiles (Fig. 1A). 

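Mco4, a multicopper oxidase gene, marked the embryos with an active canonical pathway. It averaged a log2 value of 8.08 ± 0.10 in Wg++ and 8.64 ± 0.76 in arm∆N, against 2.91 ± 0.06 in WT and 2.45 ± 0.09 in Otk++ (SD, n = 2 arrays each), the last 2 near the lowest value of the arrays. Bace, an aspartic protease gene of the gut, was instead highest in the embryos with a shortened TCF. It averaged 11.22 ± 0.18 in tcf∆N-short and 10.39 ± 0.05 in tcf∆N-long, against 6.25 ± 0.27 in WT, 5.53 ± 0.74 in Otk++ and 4.86 ± 0.01 in Wg++.
Clustered on the genes altered in any condition, the 16 arrays fell into 3 groups. The first held WT, DisArmed and Otk++, the second the 3 genotypes with a shortened TCF, and the third Wg++ and arm∆N. On all 8859 genes at 3 groups, the arrays of WT were parted, replicate 1 lying with the genotypes with a shortened TCF and replicate 2 with DisArmed and Otk++. Pearson correlations between pairs of arrays lay between 0.828 and 0.988. For 10 of the 16 arrays the closest array was the other one of its genotype. The closest array to WT replicate 2 and to Otk++ replicate 2 was one of DisArmed, and the arrays of tcf∆N-short and tcf∆N-short-arm∆N lay closest to each other.

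**Figure D2:**
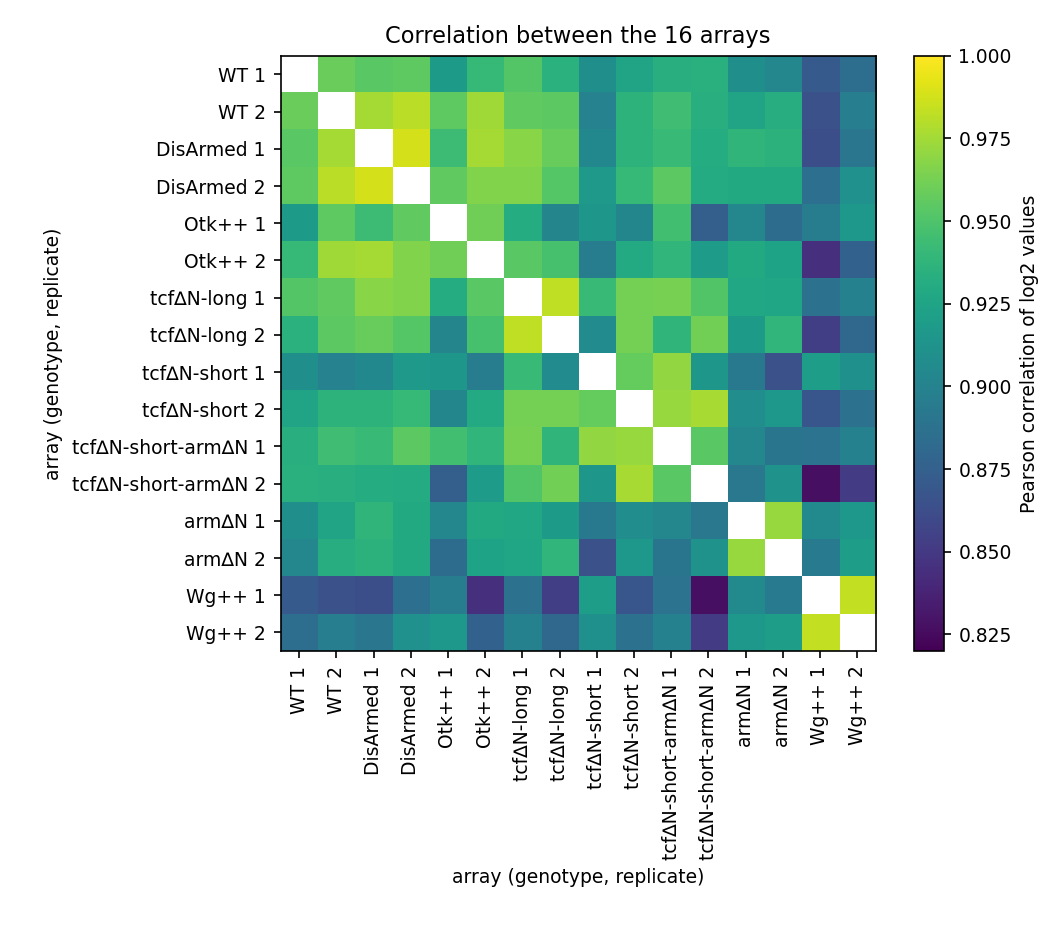
Pearson correlation of log2 values between each pair of the 16 arrays over the genes tested, with arrays labelled by genotype and replicate. The values run from 0.828 to 0.988.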

Overall, the transcriptional changes segregated according to whether the genetic perturbation was affecting the canonical (arm∆N, tcf∆N-long, tcf∆N-short or Wg++), or non-canonical signalling (Wnt4++, Otk++). Full results of differential expression analyses and associated enrichments for biological processes and pathways are reported in Suppl. Tables 1 and 2 respectively. We compared our findings to a recent Drosophila Wnt-dependent transcription paper by looking at 42 genes (Fig. S3) that were reported as changing^33^. We find that known Wnt genes like *fz3* and *nkd* are activated by Wg++ and arm∆N but blocked by tcf∆N-short. 

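fz3, a Wnt receptor gene induced by the canonical pathway, was higher in arm∆N and lower in tcf∆N-short than in WT, and did not pass the test in Wg++. Its log2 fold change from limma was 1.69 (standard error 0.31, adjusted p = 0.00699) in arm∆N, −1.84 (standard error 0.31, adjusted p = 0.0057) in tcf∆N-short and 0.28 (standard error 0.31, adjusted p = 0.512) in Wg++. fz3 lies on chromosome X, 769945 to 784222, and its mean log2 value was 5.98 ± 0.19 (SD, n = 2 arrays) in WT. nkd, a feedback inhibitor of Wnt signalling on chromosome 3L, 19003741 to 19045449, did not pass the test in any of the 3. Its log2 fold change was −0.21 (standard error 0.30, adjusted p = 0.622) in Wg++, 0.58 (standard error 0.30, adjusted p = 0.232) in arm∆N and −0.89 (standard error 0.30, adjusted p = 0.128) in tcf∆N-short. It was called lower in tcf∆N-short after cyclic loess (adjusted p = 0.0949) and with a replicate block (adjusted p = 0.0865). Notum, a secreted Wnt inhibitor, was higher in Wg++ at 1.04 (adjusted p = 0.008) and in arm∆N at 3.04 (adjusted p = 6.13e-05). lbl, a homeobox gene downstream of Wg, fell in tcf∆N-short, at −1.54 (adjusted p = 0.000413), a lower bound in size since it lay near the lowest value of the arrays there.
Of 11 Wg target and feedback genes, 5 were lower in tcf∆N-short, none was higher and 6 did not pass (8 lower when adjusted over the list alone). Their median was −0.94 (adjusted p = 5.4e-06 from camera, and adjusted p = 0.837 with an estimated correlation). In Wg++, 2 of the list were higher, 1 of them the overexpressed wg, and 1 was lower (2 and 1 when adjusted over the list alone), and its median of −0.07 and mean of 0.25 differ in sign (camera, adjusted p = 0.659). Without wg the mean was −0.09. In arm∆N, 2 were higher and none lower (2 and 0 when adjusted over the list alone), with a median of 0.33 (camera, adjusted p = 0.101).

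**Figure D3:**
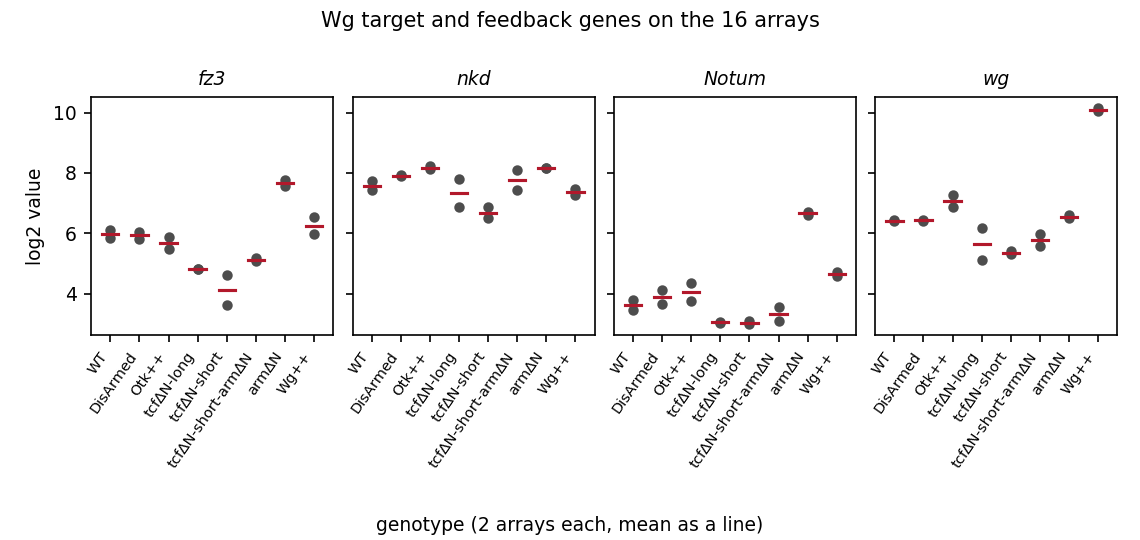
Log2 values of Wg target genes on each array by genotype, with points for arrays and a line for the mean of 2 arrays. fz3 lies at a mean of 7.67 in arm∆N and 4.14 in tcf∆N-short.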

Interestingly, we find a strong activation of the *patched* gene in non-canonical Wnt4 activation.

**Figure 2:**
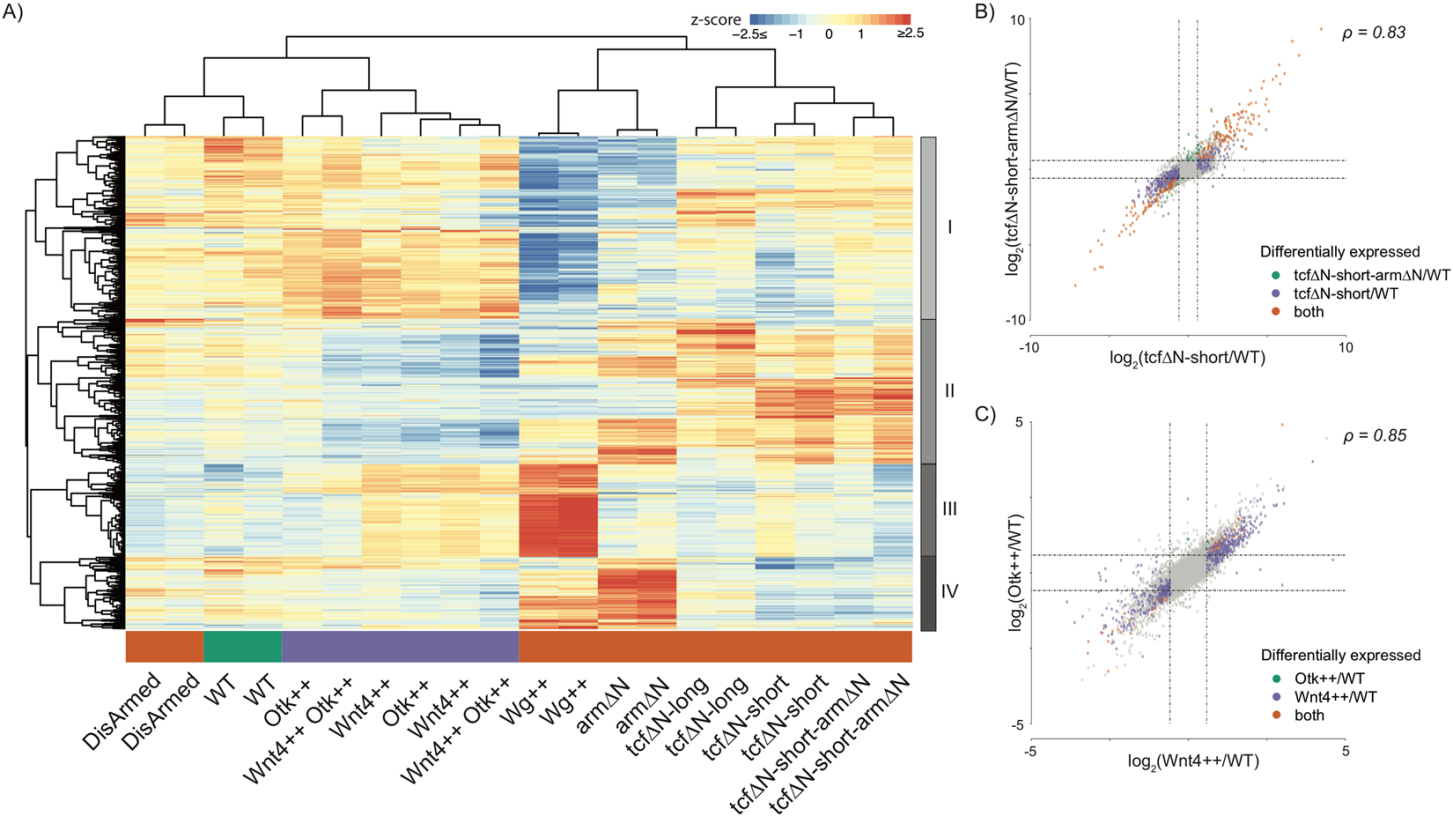
Transcriptional profiling identifies patterns of gene expression reflecting differences in canonical and non-canonical Wnt signalling. (**A**) Hierarchical clustering of gene expression profiles (z-scores) revealed a well-defined clustering of samples by branch of the Wnt signalling pathway perturbed, and the identification of four distinct clusters of genes with differing patterns of response. (**B**) Comparison of fold changes observed comparing tcf∆N-short against WT versus tcf∆N-short-arm∆N against WT. Both are highly correlated indicating that they are located within the same branch of the Wnt signalling pathway (i.e. canonical signalling). Genes are highlighted depending on whether they are differentially expressed (absolute fold change > 1.5, FDR < 10%) in both conditions or only in one. (**C**) Comparison of fold changes observed comparing Wnt4++ against WT versus Otk++ against WT. Both are highly correlating indicating that they are located within the same branch of the Wnt signalling pathway (i.e. non-canonical signalling). Genes are highlighted depending on whether they are differentially expressed (absolute fold change > 1.5, FDR < 10%) in both conditions or only in one.

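Digestive enzymes of the larval midgut were higher than in WT both in tcf∆N-short and in tcf∆N-short-arm∆N. Of 35 midgut enzymes, 12 were higher in tcf∆N-short-arm∆N, 1 was lower and 22 did not pass (19 and 3 when adjusted over the list alone), with a median log2 fold change of 1.14 (adjusted p = 1.18e-08 from camera, and adjusted p = 0.837 with an estimated correlation). In tcf∆N-short, 14 were higher and 1 was lower (19 and 3 when adjusted over the list alone), with a median of 1.31 (adjusted p = 1.2e-07 from camera, and adjusted p = 0.837 with an estimated correlation). The trypsin gene betaTry rose by 3.97 (standard error 0.48, adjusted p = 0.00108) in tcf∆N-short-arm∆N, and Bace by 4.65 (standard error 0.36, adjusted p = 3.55e-05). Muc26B fell in both, at −7.15 in tcf∆N-short (adjusted p = 6.43e-05) and −7.70 in tcf∆N-short-arm∆N (adjusted p = 3.27e-05), where it lay near the lowest value of the arrays. Of 21 immune response genes, 8 were higher in tcf∆N-short-arm∆N, none was lower and 13 did not pass (11 higher when adjusted over the list alone), with a median of 0.94 (adjusted p = 2.9e-09 from camera, and adjusted p = 0.837 with an estimated correlation).
In tcf∆N-short 224 genes were higher than in WT and 464 lower, and in tcf∆N-short-arm∆N 153 were higher and 130 lower. The count for tcf∆N-short, 688, was 271 without its replicate 1, 150 higher and 121 lower, and 410 without WT replicate 1. For tcf∆N-short-arm∆N, the 283 genes became 225 higher and 59 lower without its replicate 1, and 83 higher and 104 lower, 187 together, without its replicate 2. The balance of higher and lower genes therefore rests on single arrays. The 2 comparisons shared 120 higher and 118 lower genes, where independent lists of these sizes would share 3.87 and 6.81. Spearman's correlation of their fold changes was 0.71 across the 8859 genes, which are not independent replicates, and 0.338 without tcf∆N-short-arm∆N replicate 1. Both comparisons use the same 2 WT arrays, so part of the shared calls and of the correlation may come from these. Unchanged groups simulated with shared control arrays gave a mean Spearman correlation of 0.438 and a range from −0.109 to 0.859 over 95% of draws. The value of 0.71 lies within this range. The simulation drew deviations of single arrays from their genotype means, over all genotypes, and these correlate between genotypes. The range therefore does not show what the shared WT arrays alone give. With 1 WT array for each genotype, an alternative chosen after the data were seen, the correlation was 0.310 and 0.225 in the 2 assignments. The covariance of the fold changes was 0.403, above the highest simulated value of 0.302. The differences between replicates of these 2 genotypes correlated at 0.675. The simulated groups mixed replicate numbers at random, while each genotype here has 1 array of each number. A factor shared by replicate number would enter the simulation in another way than the data. The simulated bound therefore does not decide whether the covariance goes beyond what the shared arrays give. From the high correlation of the fold changes in Fig. 2B, the paper concludes that both genotypes act within the same, canonical branch of the pathway.

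**Figure D4:**
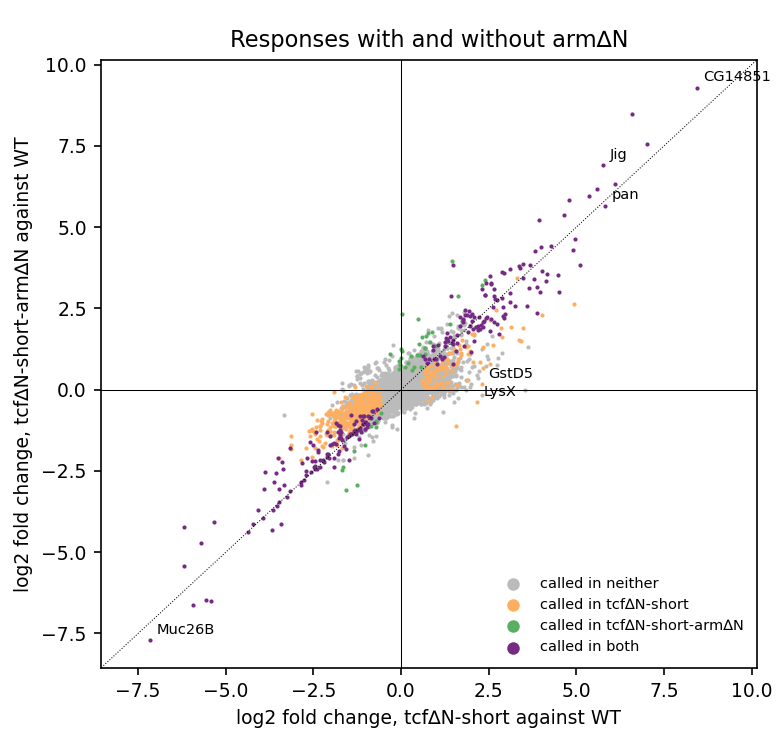
Log2 fold change against WT in tcf∆N-short-arm∆N (vertical) and tcf∆N-short (horizontal), 1 point per gene, coloured by which comparison called it. The 120 shared higher and 118 shared lower genes lie at the upper right and the lower left.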

Within the canonical pathway, Arm primarily signals through TCF^19^, as such the expression profiles of tcf∆N-short-arm∆N and tcf∆N-short are highly similar (Figs 2A and S2A) and show highly correlated changes in gene expression compared to baseline expression in “naïve” embryos (referred to as WT for the purpose of expression analysis Fig. 2B), illustrating that these are epistatic. 

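Few genes separated tcf∆N-short-arm∆N from tcf∆N-short, among them a sterol-binding protein gene and a lysozyme gene. Npc2c, a sterol-binding protein gene of the NPC2 family, was higher in tcf∆N-short-arm∆N by a log2 fold change of 1.44 (standard error 0.16, adjusted p = 0.0148) from limma's test. LManIV, a lysosomal mannosidase gene, was higher by 1.17 (standard error 0.14, adjusted p = 0.0148), a lower bound since it lay near the lowest value of the arrays in tcf∆N-short, and the lysozyme gene LysX was lower, at −2.55 (standard error 0.31, adjusted p = 0.0148). Of 24 GstD and GstE genes, which encode enzymes that couple glutathione to toxic compounds, 2 were lower, none was higher and 22 did not pass (11 lower when adjusted over the list alone). Their median was −0.51 (adjusted p = 4.94e-10 from camera, and adjusted p = 0.837 with an estimated correlation). In all, 9 genes were higher and 6 lower, and 522 had an unadjusted p under 0.05. The count of 15 was 8 without tcf∆N-short replicate 1, and 8 with only genes above a log2 value of 4 in at least 2 arrays. With only the arrays of these 2 genotypes none was called. Over all genes, the means of the 2 genotypes had a Pearson correlation of 0.9804 and lay 40.4 apart, the smallest distance between any 2 of the 8 genotypes.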

Wnt4 has been reported as primarily signalling via PTK7/Otk^19^. In keeping with this, we found that overexpression of Wnt4 and Otk had highly correlated transcriptional responses compared to WT (Fig. 2A,C), providing further evidence of their functional interaction, epistasis and location within the same branch of the Wnt signalling pathway.

Across all conditions, we identified four major clusters of genes (I-IV, Figs 2A and S2B,C), each of which was associated with distinct enrichments for biological processes, pathways and transcription factor binding sites (TFBSs) (Fig. 3). 

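Immune peptides gathered in 1 of the 4 clusters of genes, while genes of the gut, the trachea and Wg feedback gathered in others. Of 11 immune response genes among the clustered genes, 9 fell into cluster III, among them the antifungal peptide gene Drs (one-sided Fisher's exact test, adjusted p = 0.00107 over 72 tests of lists and clusters). Drs rose in Wg++ by a log2 fold change of 3.77 (standard error 1.00, adjusted p = 0.0141) from limma's test. In arm∆N it rose by 5.90 (standard error 1.00, adjusted p = 0.0051) from limma's test. Of the 259 genes of cluster III, 187 were higher in Wg++ than in arm∆N, 44 were lower and 28 did not pass. All 4 clustered genes of the Wg target list, fz3, lbl, Notum and wg, fell into cluster IV (adjusted p = 0.0122 from the same exact test). Of these, wg is itself overexpressed in Wg++, and the enrichment was not tested without it. Here and below, the exact test takes genes as independent. Genes of a list that vary together enter a cluster together, so its p-values may be too low.
The 1091 genes altered in any condition were clustered on their z-scores with complete linkage. Cutting the tree into 4 groups gave 268 genes in cluster I, 368 in cluster II, 259 in cluster III and 196 in cluster IV. The mean silhouette width was 0.360 with 4 groups, against 0.520 with 2, 0.373 with 3, 0.326 with 5 and 0.367 with 6. The enrichments for binding sites are not analysed here.

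**Figure D5:**
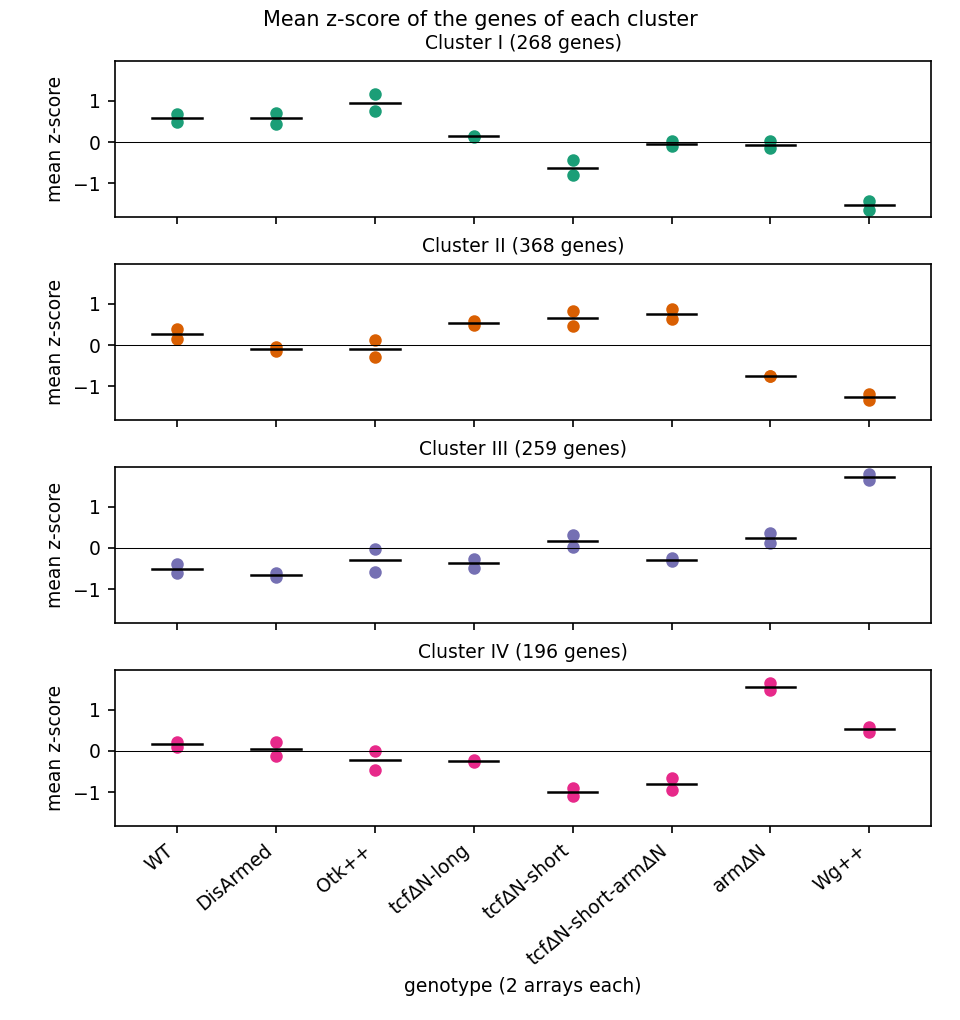
Mean z-score of the genes of clusters I to IV on each of the 16 arrays by genotype, with points for arrays and a line for the mean of 2 arrays. Cluster IV lies above 0 in arm∆N and below 0 in tcf∆N-short.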

Cluster I showed reduced expression upon stimulation of canonical Wnt signalling via Wg++ or arm∆N and increased expression upon overexpression of the non-canonical branch (Fig. S2D). This cluster was enriched for processes associated with development, differentiation, cell-cell communication and morphogenesis (Fig. 3A), and contained several transcription factors (TFs). 

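Genes of the trachea and of septate junctions made up part of cluster I. All 8 clustered genes of the list of tracheal markers and Osiris genes, a family expressed in the tracheal and cuticle epithelium, fell into cluster I (one-sided Fisher's exact test, adjusted p = 0.00022). Osi19 fell in Wg++, with a log2 fold change of −5.28 (standard error 0.58, adjusted p = 0.000376), to near the lowest value of the arrays. The same cluster held all 4 clustered septate junction genes, bou, crim, l(2)gl and Nrx-IV (adjusted p = 0.0338 from the same test). Nrx-IV, which encodes a neurexin of the septate junction, fell in Wg++, at −1.08 (standard error 0.20, adjusted p = 0.0029), and crim, at −1.38 (standard error 0.18, adjusted p = 0.000752), both from limma's test. On the whole list, 11 of 16 tracheal and Osiris genes were lower in Wg++, none was higher and 5 did not pass (11 lower when adjusted over the list alone), with a median of −2.03 (adjusted p = 3.44e-05 from camera, and adjusted p = 0.837 with an estimated correlation). Of 20 septate junction genes 10 were lower, 1 was higher and 9 did not pass (10 and 1 when adjusted over the list alone), with a median of −0.73 (adjusted p = 0.0155 from camera, and adjusted p = 0.88 with an estimated correlation).
Of the 268 genes of cluster I, 240 were lower in Wg++ and 1 was higher (Cyp6a17), with a median log2 fold change of −1.47. In arm∆N, 79 were lower and 9 higher, with a median of −0.47. In Otk++, 6 were higher and none was lower, with a median of 0.24, and over all genes 1486 had an unadjusted p under 0.05 in that comparison. Cluster I was also lower in tcf∆N-short, where 131 of its genes were lower and none was higher. The genes were clustered on the same arrays, so these counts are no independent test of the grouping. The exact test takes genes as independent, and genes that vary together enter a cluster together, so its p-values may be too low.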

The enrichment for Trl and TCF motifs suggests that cluster I may contain direct targets of canonical Wnt-mediated repression (Fig. 3E). 

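Digestive enzymes of the larval midgut and proteins of the mitochondrial ribosome made up part of cluster II, which was lower in Wg++ and arm∆N and in part higher in the genotypes with a shortened TCF. Of 22 clustered midgut enzymes, 20 fell into it (one-sided Fisher's exact test, adjusted p = 1.02e-06), as did all 11 clustered mitochondrial ribosomal proteins (adjusted p = 0.00014). The lipase gene mag rose in tcf∆N-short by a log2 fold change of 2.04 (standard error 0.27, adjusted p = 0.00157) and LysX by 2.17 (standard error 0.31, adjusted p = 0.00246), both from limma's test. In tcf∆N-long the serine protease gene Jon74E rose by 3.16 (standard error 0.34, adjusted p = 0.00112). Of 35 midgut enzymes, 13 were higher in tcf∆N-long, none was lower and 22 did not pass (23 higher and 1 lower when adjusted over the list alone). Their median was 1.23 (adjusted p = 7.27e-14 from camera, and adjusted p = 0.837 with an estimated correlation).
Of the 368 genes of cluster II, 122 were higher and 21 lower in tcf∆N-short, 70 higher and 22 lower in tcf∆N-long, and 104 higher and none lower in tcf∆N-short-arm∆N. In Otk++, 3 were lower (CG31075, CG32241 and beta-PheRS) and 2 were higher (CG42365 and Prx6c), with a median log2 fold change of −0.22. In Wg++ 251 were lower and 4 higher (CG10918, CG14851, CG42365 and Prx6c), and in arm∆N 200 were lower and 22 higher. With average linkage 207 of the 368 genes fell into the group numbered I, 157 into IV and none into II. With the genes at an FDR under 5%, 176 stayed in II and 171 fell into I. With no expression filter 16 stayed and 216 fell into I. The enrichments were not tested with these settings. The Wnt4 arrays are not analysed here.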

Genes present in cluster II are downregulated by overexpression of Wnt4 or Otk (Figs 2A and S2D) and hence represent a set of genes that are putatively repressed by non-canonical Wnt signalling, but that also show upregulation upon the loss of the ability of Wnt to derepress genes repressed by TCF. 

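GstD and GstE genes, which encode glutathione S-transferases, were more frequent in cluster II than in the other clusters. Of the 14 that were clustered, 10 fell into cluster II (one-sided Fisher's exact test, odds ratio 5.01, adjusted p = 0.0338 over the 72 tests). GstD10 rose in tcf∆N-short by a log2 fold change of 2.64 (standard error 0.27, adjusted p = 0.000266) and in tcf∆N-short-arm∆N by 2.09 (standard error 0.27, adjusted p = 0.00153). GstE3 rose in tcf∆N-short by 1.98 (standard error 0.30, adjusted p = 0.00354), each from limma's test. The wider list of glutathione enzymes, with glutathione synthesis, holds the same 14 clustered genes. Of 38 tested genes on that list, 15 were higher in tcf∆N-short, 1 was lower and 22 did not pass (17 and 2 when adjusted over the list alone), with a median of 0.41 (adjusted p = 6.85e-07 from camera, and adjusted p = 0.837 with an estimated correlation). Binding sites of Dll are not analysed here.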

Intriguingly, this cluster was enriched for glutathione metabolism genes (Fig. 3B), as well as for binding sites of the known Wnt target *Dll* ^49^ (Fig. 3E). Recent studies show a pathway activated downstream of canonical Wnts, but independently of β-catenin, through the Wnt/STOP pathway^50^. 

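dup, which encodes the replication licensing factor Cdt1, and thr, a gene for sister chromatid separation, rose in Wg++. Their log2 fold changes against WT were 1.96 (standard error 0.30, adjusted p = 0.00138) and 2.24 (standard error 0.30, adjusted p = 0.00091) from limma's test. Both belong to cluster III and are the only genes of the mitosis and DNA replication list that were clustered. The enrichment of the list was not tested, since a list needed at least 3 clustered genes. Of 49 genes on that list, 21 were higher in Wg++, 1 was lower and 27 did not pass (21 and 1 when adjusted over the list alone), with a median of 0.72 (adjusted p = 5.4e-06 from camera, and adjusted p = 0.88 with an estimated correlation). Lists taken to mark embryo age, though cell fate could move them too, changed in the same comparison. Of 23 maternal egg transcripts 13 were higher and 1 lower, at a median of 1.74. Of 16 tracheal markers and Osiris genes 11 were lower and none higher, at a median of −2.03. Of 23 blastoderm genes 5 were lower and none higher, at a median of −0.51. Of the 259 genes of cluster III, 233 were higher in Wg++ than in WT, none was lower, and the median log2 fold change was 1.54. In arm∆N, 83 were higher and 2 lower (Ir76a and Taf7), with a median of 0.29. Directly between the 2 genotypes, 187 were higher in Wg++, 44 were lower and 28 did not pass. With the genes at an FDR under 5% the cluster held 949 genes, 192 of them shared, and with no expression filter 89, of which 52 were shared.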

Cluster III corresponded to a set of 256 genes that were upregulated by Wg++ but not by arm∆N. This cluster was enriched for genes involved in processes and pathways relating to cell cycle and proliferation (Fig. 3C), potentially indicating the presence of the Wnt/STOP pathway in *Drosophila* ^51^. 

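Genes that build and remodel chitin, the polymer of the cuticle and the gut lining, were more frequent in cluster IV than in the other clusters, while in Wg++ more genes of the list were lower than higher. It held 7 of the 14 clustered genes of that list, Cda9, Chs2, obst-F, obst-G, obst-H, obst-J and Peritrophin-15a (one-sided Fisher's exact test, adjusted p = 0.0432). obst-G, which encodes a chitin-binding obstructor protein, rose in arm∆N by a log2 fold change of 5.41 (standard error 0.28, adjusted p = 5.03e-06) and in Wg++ by 3.68 (standard error 0.28, adjusted p = 6.37e-05), from limma's test, both lower bounds since it lay near the lowest value of the arrays in WT. obst-H, of the same family, rose in arm∆N by 3.73 (standard error 0.29, adjusted p = 6.13e-05). In tcf∆N-short, obst-J fell, at −3.48 (standard error 0.41, adjusted p = 0.000752). Of the 28 clustered cuticle protein genes, 10 fell into cluster IV (adjusted p = 0.11 from the same exact test). On the whole list of 34 chitin genes, 6 were higher in arm∆N, 2 were lower and 26 did not pass (9 and 2 when adjusted over the list alone), with a median of 0.47 (adjusted p = 0.00015 from camera, and adjusted p = 0.859 with an estimated correlation). In Wg++, 5 of the list were higher, 15 were lower and 14 did not pass (5 and 16 when adjusted over the list alone), with a median of −0.81 (adjusted p = 0.148 from camera, and adjusted p = 0.953 with an estimated correlation). Of the 196 genes of cluster IV, 142 were higher in arm∆N and 1 was lower (CG7214), while 76 were higher in Wg++ and 32 lower. With the genes at an FDR under 5% the cluster held 600 genes, 179 of them shared. With average linkage the group numbered IV held 235 genes and shared 11, while 166 of the 196 genes fell into the group numbered III. The enrichments were not tested with that linkage.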

Cluster IV reflected a set of genes that were strongly upregulated by Wg++ or arm∆N and was enriched for chitin metabolism (Fig. 3D). As expected this cluster was enriched for binding sites of known targets of canonical Wnt signalling, including *ap* and *ind* ^52^ (Fig. 3E).

**Figure 3:**
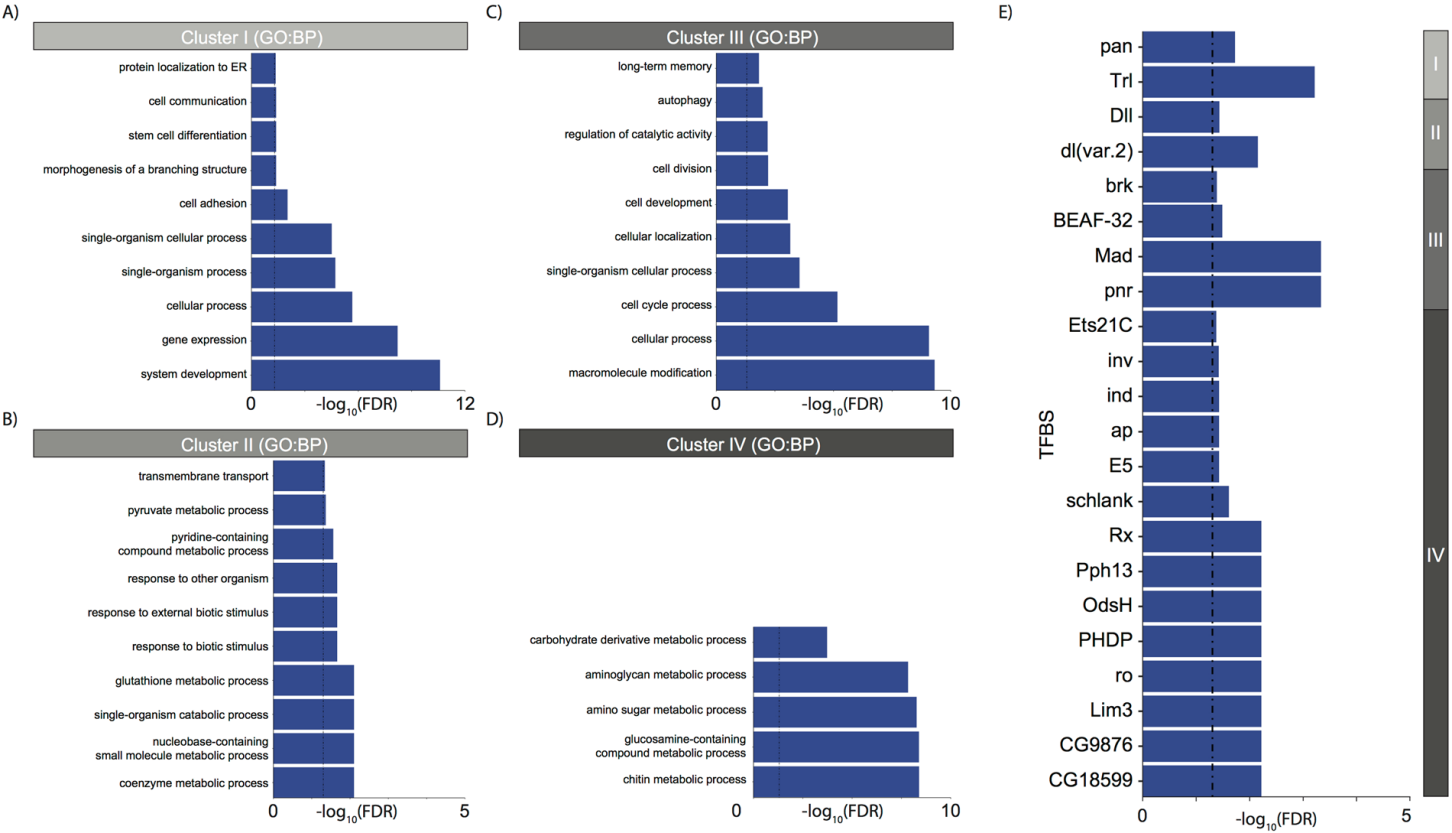
Functional annotation of clusters of genes with different responses to perturbing Wnt signalling. (**A**) Gene ontology (GO) enrichment for cluster I (**B**) GO enrichment for cluster II (**C**) GO enrichment for cluster III (**D**) GO enrichment for cluster IV. Where applicable ten representative GO terms (FDR < 5%) are displayed to summarise the enrichment profile for each cluster (see Methods). (**E**) TFBS enrichment (FDR < 10%) of each cluster.

Several studies have found that canonical and non-canonical signalling exhibit antagonistic effects on each other^17, 53, 54^. Wg++ and Wnt4++ correspond to non-endogenous overexpression capable of driving these distinct antagonistic components of the Wnt pathway. Comparing expression of Wg++ against Wnt4++, we identified 1,798 genes as differentially expressed (Fig. 4A, absolute fold change > 1.5, FDR < 10%), with up- and down-regulated genes appearing to be associated with distinct biological processes and functions. Genes upregulated in Wg++ compared to Wnt4++ were associated with processes associated with cellular growth or the cell cycle, while those showing decreased expression were linked to cell adhesion, polarity and morphogenesis (Fig. 4B). Investigation of the promoter sequences of genes upregulated by Wnt4 compared to Wg revealed enrichment for binding sites of important developmental genes (i.e., *Ubx* and *cad*) (Fig. 4C). These results support the antagonism of canonical and non-canonical Wnt signalling and show Wg and Wnt4 as regulating vastly different downstream transcriptional programs.

**Figure 4:**
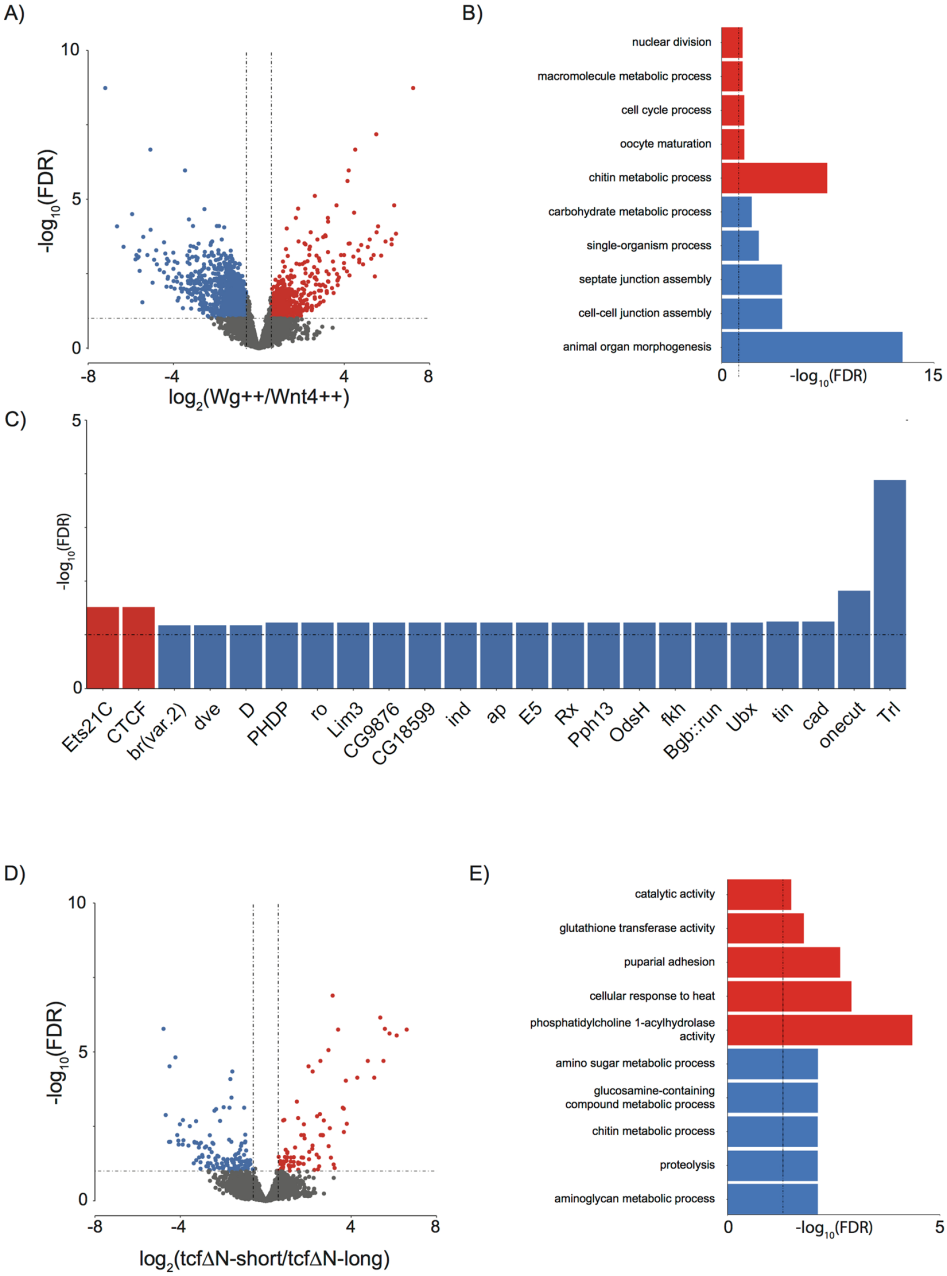
(**A**) Volcano plot of differentially expressed genes identified between Wg++ and Wnt4++. Significantly differentially expressed genes (absolute fold change > 1.5, FDR < 10%) are highlighted in red or blue for upregulated and downregulated genes respectively. (**B**) GO enrichments and, (**C**) TFBS enrichments for genes identified as upregulated (red) and downregulated (blue) between Wg++ and Wnt4++ implicates Wg and Wnt4 as driving different downstream transcriptional programs. (**D**) Volcano plot of differentially expressed genes identified between tcf∆N-short and tcf∆N-long. Significantly differentially expressed genes are (absolute fold change > 1.5, FDR < 10%) are highlighted in red or blue for upregulated and downregulated genes respectively. (**D**) GO enrichments for upregulated (red) and downregulated (blue) between tcf∆N-long and tcf∆N-short implicates an upregulation of genes involved in glutathione metabolism and stress in tcf∆N-short.

Despite the differences in the size of tcf∆N-short and tcf∆N-long embryos (Fig. 1), their expression profiles appeared to be highly similar (Fig. 2A). 

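tcf∆N-long and tcf∆N-short embryos shared a higher level of the gut protease gene Bace and a lower level of the chitin-binding gene obst-H. Bace was higher than in WT in tcf∆N-long, by a log2 fold change of 4.13 (standard error 0.36, adjusted p = 0.00033) from limma's test, and in tcf∆N-short by 4.97 (standard error 0.36, adjusted p = 2.4e-05). CG17191, a gene with a lipase domain, rose in tcf∆N-long by 4.51 (standard error 0.17, adjusted p = 3.94e-07). obst-H fell in tcf∆N-long, at −2.68 (standard error 0.29, adjusted p = 0.00112), and Lcp65Aa, a larval cuticle protein gene, at −3.16 (standard error 0.38, adjusted p = 0.00181). In tcf∆N-short, CG14851 rose by 8.43 (adjusted p = 4.42e-06) and obst-H fell, at −3.26 (adjusted p = 9.88e-05). CG17191 and CG14851 in WT, Lcp65Aa in tcf∆N-long and obst-H in tcf∆N-short and tcf∆N-long lay near the lowest value of the arrays, so the sizes of these changes are lower bounds. Of 79 cuticle protein genes, 5 were lower and 4 higher in tcf∆N-long (8 and 7 when adjusted over the list alone). Their median was −0.19 and their mean −0.09, against an upward direction in camera (adjusted p = 0.814). In tcf∆N-short 22 were lower and 2 higher (30 and 5 when adjusted over the list alone), with a median of −0.82 (adjusted p = 1.48e-06 from camera, and adjusted p = 0.874 with an estimated correlation). Of 34 chitin genes, 4 were lower and 1 was higher in tcf∆N-long (6 and 1 when adjusted over the list alone), with a median of −0.29 (camera, adjusted p = 0.101).
Over all genes the means of tcf∆N-short and tcf∆N-long had a Pearson correlation of 0.958 and lay 60.0 apart, against 72.4 between tcf∆N-short and WT and 55.4 between tcf∆N-long and WT. In tcf∆N-long, 332 genes differed from WT, 132 higher and 200 lower. After cyclic loess 148 were higher and 117 lower. The 332 genes were 67 and 59 without tcf∆N-long replicates 1 and 2, and 181 and 636 without WT replicates 1 and 2. Of the genes higher in tcf∆N-short, 53 were also higher in tcf∆N-long, and of those lower, 117 were also lower, where independent lists would share 3.34 and 10.5. Both comparisons use the same WT arrays, so part of the excess may come from those.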

Surprisingly, only 222 genes were identified as differentially expressed between these conditions (Fig. 4D, absolute fold change > 1.5, FDR < 10%). 

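Salivary gland and gut genes were among those that separated tcf∆N-short from tcf∆N-long. CG13445 was higher in tcf∆N-short by a log2 fold change of 6.60 (standard error 0.45, adjusted p = 2.84e-05) from limma's test. Sgs5, which encodes a salivary glue protein, was higher by 5.58 (standard error 0.36, adjusted p = 2.84e-05), and the lysozyme gene LysX by 2.57 (standard error 0.31, adjusted p = 0.00175). CG13445 and Sgs5 lay near the lowest value of the arrays in tcf∆N-long, so their differences are lower bounds in size. The chloride channel gene ClC-a was lower in tcf∆N-short, at −4.50 (standard error 0.42, adjusted p = 0.000282), as was Jon65Aiii, a Jonah serine protease gene of the gut, at −3.62 (standard error 0.49, adjusted p = 0.00373). Of 12 salivary gland genes, 4 were higher in tcf∆N-short, none was lower and 8 did not pass (5 higher and 1 lower when adjusted over the list alone), with a median of 0.22 (adjusted p = 0.0188 from camera, and adjusted p = 0.874 with an estimated correlation). With a replicate block 742 genes differed, 357 higher and 385 lower in tcf∆N-short, and with only the arrays of these 2 genotypes 16. In the main fit 284 genes differed, 97 higher and 187 lower in tcf∆N-short, and 1242 had an unadjusted p under 0.05. The count was 111 without tcf∆N-short replicate 1, 63 higher and 48 lower, and 601 without its replicate 2, 306 higher and 295 lower, so the excess of lower genes does not hold without either array. It was 104 and 96 without replicates 1 and 2 of tcf∆N-long, and 169 without the expression filter.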

Genes upregulated in tcf∆N-short were enriched for glutathione transferase activity genes (i.e., *GstD4*, *GstD3*, *GstD9* and *GstD6*) and included genes known to be upregulated in response to severe stress (i.e., *TotA*, *TotC* and *TotX*)^55^, whereas the set of genes downregulated was enriched for proteolysis and chitin metabolism functions (Fig. 4E). These results suggest an upregulation of stress response and GSH depletion/redox state as a potential mechanism responsible for the differences in the sizes of tcf∆N-short and tcf∆N-long embryos.

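GstD4, GstD6 and GstD9, which encode glutathione S-transferases, and TotA, a secreted stress protein gene, were higher in tcf∆N-short than in tcf∆N-long. GstD4 lies on chromosome 3R, 12374100 to 12374824 and averaged a log2 value of 4.43 ± 0.27 (SD, n = 2 arrays) in tcf∆N-short and 2.64 ± 0.10 (SD, n = 2) in tcf∆N-long. This was a log2 fold change of 1.79 (standard error 0.24, adjusted p = 0.00305) from limma's test. GstD9 was higher by 1.67 (standard error 0.23, adjusted p = 0.00432) and GstD6 by 0.82 (standard error 0.13, adjusted p = 0.00798). GstD3 was higher by 2.03 (standard error 0.40, adjusted p = 0.0292), and did not pass without tcf∆N-short replicate 1 (adjusted p = 0.19) or without tcf∆N-long replicate 1 or 2 (adjusted p = 0.171 and 0.169). TotA, on chromosome 3R, 20871036 to 20871700, was higher by 3.66 (standard error 0.61, adjusted p = 0.0117). TotC was higher by 1.18 (standard error 0.27, adjusted p = 0.0605). It did not pass without tcf∆N-short replicate 1 or 2 (adjusted p = 0.253 and 0.109), nor without tcf∆N-long replicate 1 or 2 (adjusted p = 0.234 and 0.321), nor without the expression filter (adjusted p = 0.11). GstD4, GstD6, TotA and TotC lay near the lowest value of the arrays in tcf∆N-long, so their differences are lower bounds. With only the arrays of these 2 genotypes, neither the GstD genes named here nor TotA and TotC passed (adjusted p from 0.117 to 0.257, limma's test). TotX is not analysed here.
Of 24 GstD and GstE genes, 6 were higher in tcf∆N-short than in tcf∆N-long, none was lower and 18 did not pass (10 higher when adjusted over the list alone). Their median was 0.59 (adjusted p = 1.07e-05 from camera, and adjusted p = 0.837 with an estimated correlation). Of 34 chitin genes, 4 were lower in tcf∆N-short and none was higher (6 lower and 1 higher when adjusted over the list alone), with a median of −0.39 (adjusted p = 8.73e-05 from camera, and adjusted p = 0.859 with an estimated correlation). Of 79 cuticle protein genes, 7 were lower and none was higher (18 lower and 1 higher when adjusted over the list alone), with a median of −0.68 (adjusted p = 1.68e-10 from camera, and adjusted p = 0.859 with an estimated correlation). No list of proteolysis genes was tested.

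**Figure D6:**
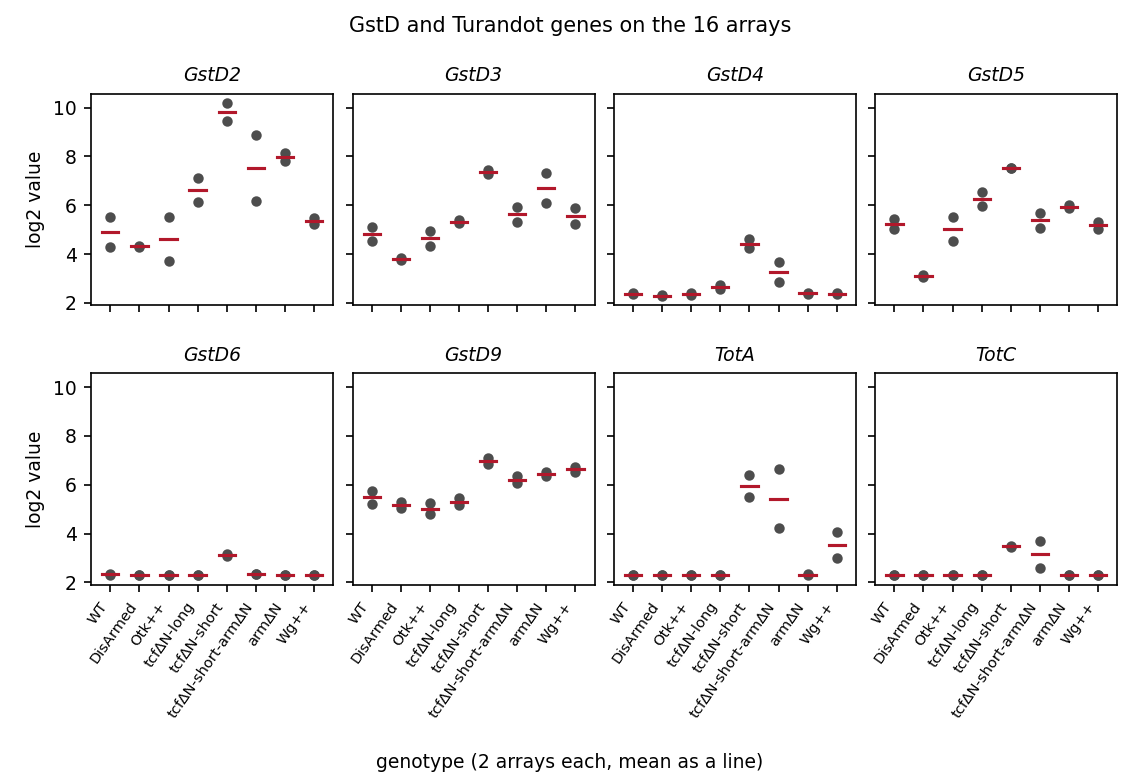
Log2 values of GstD and Turandot genes on each of the 16 arrays by genotype, with points for arrays and a line for the mean of 2 arrays. GstD4 averages 4.43 in tcf∆N-short and 2.64 in tcf∆N-long.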

### TCF occupancy confirmed at potential targets by HA-ChIP-qPCR

For those genes whose expression changed in response to perturbations in canonical Wnt-signalling, we investigated publicly available TCF ChIP-seq data from *Drosophila* embryos^56^. As canonical Wnt-signalling primarily signals via TCF/Pan, we expected to see an enrichment of genes bound by TCF in several sets of differentially expressed genes (i.e., Wg++, tcf∆N-short or tcf∆N-long). However, we observed that only those genes upregulated by Wg++ were enriched for TCF binding. Both technical (e.g., antibody specificity) and biological factors (e.g. differences between whole embryos and our naïve system) could potentially explain this lack of enrichment for TCF binding.

The simple embryonic system we have developed allows HA-tagged isoforms of factors of interest to be introduced into the system, making it possible to perform ChIP experiments against chromatin binding factors that either lack or only have low quality antibodies. 

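CG13806, which the annotation gives no name beyond its number, was lower in the embryos with a shortened TCF and higher in Wg++. It lies on chromosome 3L, 2266394 to 2267640 and averaged a log2 value of 2.88 ± 0.18 in tcf∆N-short, 4.27 ± 0.12 in tcf∆N-long, 6.45 ± 0.18 in WT and 8.44 ± 0.06 in Wg++ (SD, n = 2 arrays each). Its log2 fold change against WT was −3.57 (standard error 0.22, adjusted p = 7.28e-06) in tcf∆N-short, −2.18 (standard error 0.22, adjusted p = 0.000865) in tcf∆N-long and 1.99 (standard error 0.22, adjusted p = 0.000415) in Wg++, from limma's test. CG7252, a gene with chitin-binding domains on chromosome 3L, 11947675 to 11949248, rose in Wg++ by 2.11 (standard error 0.31, adjusted p = 0.00133). It fell in tcf∆N-short, at −1.43 (standard error 0.31, adjusted p = 0.0266), a call that was lost without WT replicate 1 (adjusted p = 0.167) or tcf∆N-short replicate 1 (adjusted p = 0.121). In tcf∆N-long it did not pass, at −0.96 (standard error 0.31, adjusted p = 0.147), and was called lower without WT replicate 2 (adjusted p = 0.091). CG13806 and CG7252 lay near the lowest value of the arrays in tcf∆N-short, so their falls there are lower bounds in size. Peritrophin-15a, a gene of the lining of the gut, fell in tcf∆N-short, at −3.47 (standard error 0.67, adjusted p = 0.0138), which did not pass without WT replicate 1 (adjusted p = 0.107). It rose in Wg++ by 2.00 (standard error 0.67, adjusted p = 0.0373), which did not pass without WT replicate 2 (adjusted p = 0.234) or Wg++ replicate 1 (adjusted p = 0.156).
Of the 27 genes with ChIP primers in Table S3, 20 were lower in tcf∆N-short, 7 were lower in tcf∆N-long and 26 were higher in Wg++, with medians of −1.43, −0.82 and 2.32 (23, 15 and 26 when adjusted over the list alone). None went the other way. The paper chose 23 genes at random among those of cluster IV whose profile on these arrays followed embryo size. Of the genes of Table S3 26 lie in cluster IV here, so these counts are not independent evidence. Between tcf∆N-short and tcf∆N-long, 9 were lower in tcf∆N-short, none was higher and 18 did not pass.

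**Figure D7:**
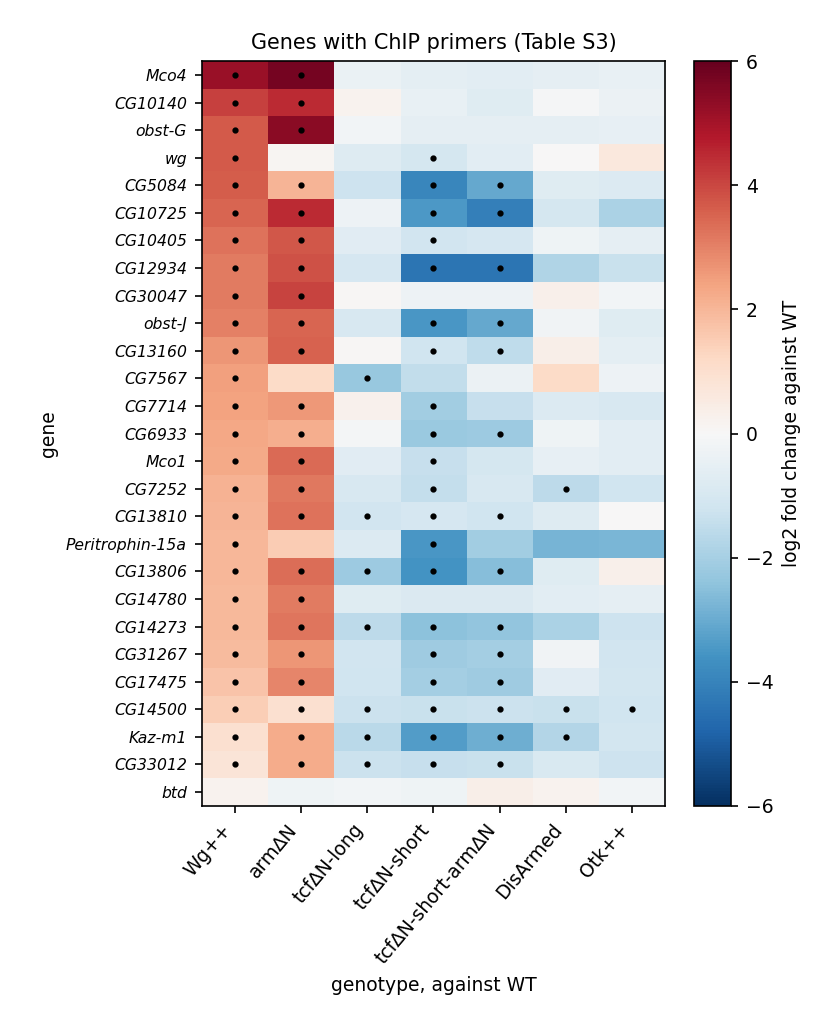
Log2 fold change against WT of the genes with ChIP primers in Table S3, 1 row per gene and 1 column per genotype, with a dot where limma called the gene. CG13806 is at −3.57 in tcf∆N-short and 1.99 in Wg++.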

We randomly selected 23 genes whose expression profile mirrored the size changes observed for tcf∆N-short, tcf∆N-long and Wg++ (Fig. 5A,B) (cluster IV). We performed ChIP-qPCR on their promoters from embryos expressing HA-tagged tcf∆N-long or HA-tagged tcf∆N-short constructs (Fig. 5C), to investigate whether these genes are direct or indirect target of Wnt signalling in this system. In addition, we investigated whether H3K27me3, a histone mark associated with repressed and bivalent genes^57^, was present at this set of gene promoters (Fig. 5D). We identified two genes (CG13806 and CG7252) whose promoters were bound by tcf∆N-short-HA and showed high levels of H3K27me3 in tcf∆N-short embryos, suggesting that these genes are direct targets of Wnt/β-catenin repression in our system. Peritrophin-15A was found to lack tcf∆N-short-HA at its promoter but showed high H3K27me3 signal, suggesting that this gene is an indirect target of Wnt/β-catenin repression, whose expression is regulated, at least in part, via repressive histone modifications.

**Figure 5:**
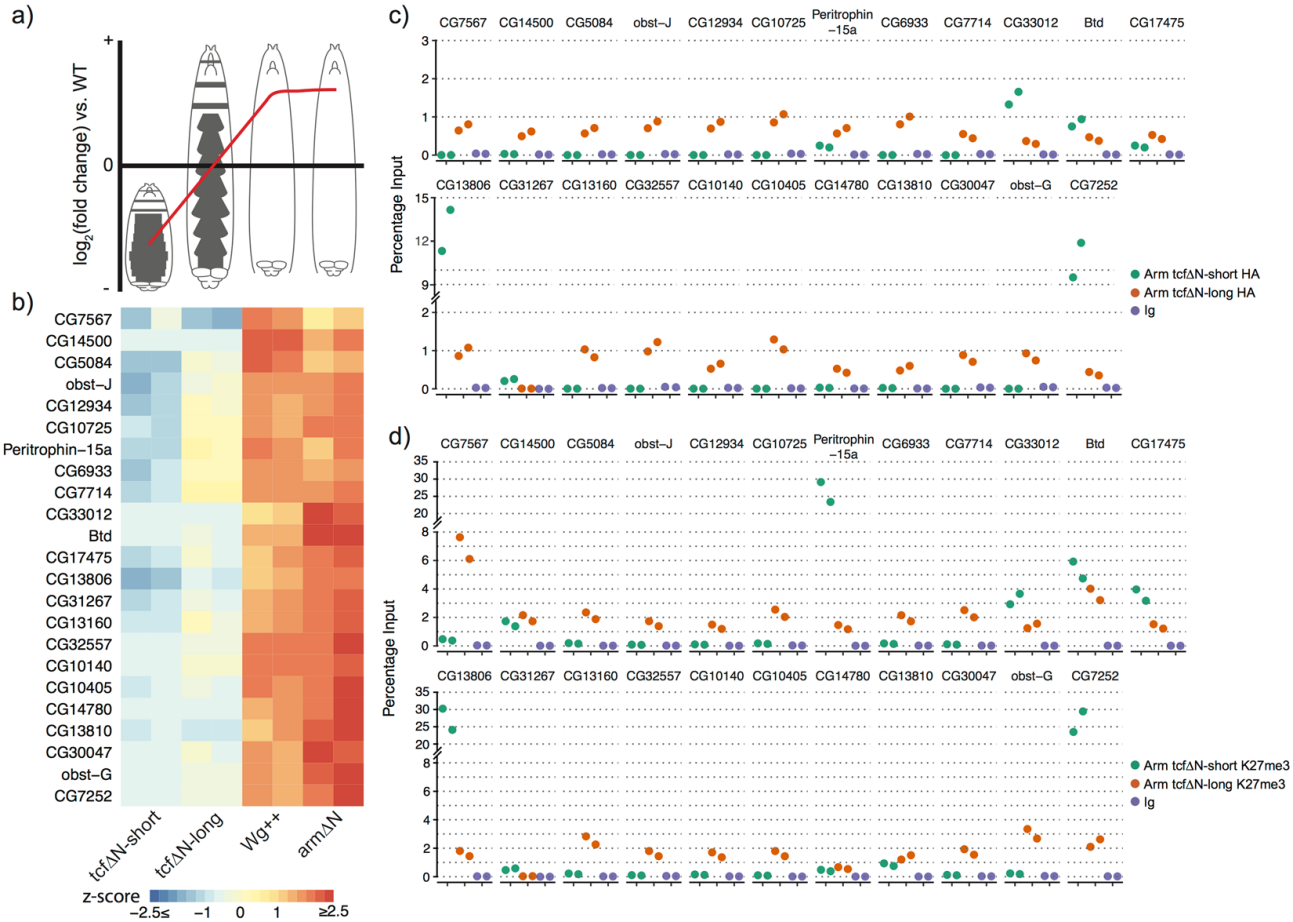
HA-ChIP followed by qPCR in embryonic system identifies putative targets of Wnt/TCF mediated repression. (**A**) Cluster IV is contains a series genes that showed strong upregulation in Wg++ and arm∆N, mild downregulation in tcf∆N-long, and strong downregulation in tcf∆N-short indicating that these genes are under regulation by canonical Wnt signalling. (**B**) Expression profiles of 23 randomly selected genes from cluster IV (**C**) Promoter occupancy by HA ChIP of binding of tcf∆N-short and tcf∆N-long at selected promoters, and (**D**) H3K27me3 enrichment at selected promoters in tcf∆N-short and tcf∆N-long identifies CG13806 and CG7252 as genes which are potentially directly repressed by Wnt/TCF signaling.

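CG12934 and CG10725, a gene with chitin-binding domains, both of Table S3, rose in Wg++ and arm∆N and fell in tcf∆N-short. CG12934 changed by a log2 fold change of 3.10 in Wg++ (adjusted p = 0.00253), 3.80 in arm∆N (adjusted p = 0.00248) and −4.37 in tcf∆N-short (adjusted p = 0.00134), from limma's test. CG10725 changed by 3.48 in Wg++ (adjusted p = 0.00204), 4.46 in arm∆N (adjusted p = 0.00145) and −3.43 in tcf∆N-short (adjusted p = 0.00703). Cda9, a chitin deacetylase gene of cluster IV, fell in tcf∆N-long, at −2.62 (standard error 0.40, adjusted p = 0.00889), to near the lowest value of the arrays. Over the 196 genes of cluster IV the median log2 fold change was 1.34 in arm∆N, 0.32 in Wg++, −0.34 in tcf∆N-long and −1.30 in tcf∆N-short. In Wg++ 76 were higher and 32 lower. CG12934 and CG10725 rose there by more than the cluster's upper quartile of 1.06. In tcf∆N-long 43 were lower and 3 higher (CG6996, MtnB and Tsp42Ec), and in tcf∆N-short 111 were lower and 1 was higher (Gadd45). Between tcf∆N-short and tcf∆N-long directly, 56 were lower in tcf∆N-short and 1 was higher (AsnRS). From the rise in Wg++ and arm∆N and the graded fall in tcf∆N-long and tcf∆N-short, the paper concludes that these genes are under the control of canonical Wnt signalling.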

### Blocking Apoptosis restores cells to epidermis

The differences in size between the tcf∆N-long and tcf∆N-short can be explained at least in part by two processes, either the embryo is growing less or cells are undergoing more apoptosis. Our transcriptional analysis identified an upregulation of stress response in tcf∆N-short embryos (Fig. 4C,D), which could implicate either of the processes. 

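TotA, a stress protein gene, and peptide genes of the immune response were higher in tcf∆N-short than in WT. TotA rose by a log2 fold change of 3.66 (standard error 0.61, adjusted p = 0.00586) from limma's test, a lower bound since it lay near the lowest value of the arrays in WT. Of 21 immune response genes, 9 were higher, none was lower and 12 did not pass (10 higher when adjusted over the list alone), with a median of 1.03 (adjusted p = 2.09e-05 from camera, and adjusted p = 0.837 with an estimated correlation). Of 6 inducible heat shock genes, 1 was higher and none was lower (the same count when adjusted over the list alone), with a median of 0.67 (adjusted p = 0.0109 from camera, and adjusted p = 0.837 with an estimated correlation). The one that passed was Hsp68, which rose by 0.76 (standard error 0.17, adjusted p = 0.0339), and it did not pass without WT replicate 1 (adjusted p = 0.127) or tcf∆N-short replicate 2 (adjusted p = 0.121). Hsp27, a small heat shock gene, changed by 1.26 (standard error 0.63, adjusted p = 0.309) and did not pass, except with a replicate block (adjusted p = 0.0881).
Among 16 apoptosis genes, 1 was lower, none was higher and 15 did not pass (1 lower and 0 higher when adjusted over the list alone). Buffy, a gene of the Bcl-2 family, fell, at −1.63 (standard error 0.47, adjusted p = 0.0773). It did not pass without WT replicate 1 (adjusted p = 0.375), without tcf∆N-short replicate 1 (adjusted p = 0.45) or without the expression filter (adjusted p = 0.154). The list's median was −0.0033 and its mean −0.04, against an upward direction in camera (adjusted p = 0.993). The paper proposes that the stress response in tcf∆N-short could bear on growth or on apoptosis.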

To evaluate how expression of tcf∆N-long or tcf∆N-short influences cell division and apoptosis in our system, we performed immunostaining using anti-phospho-H3 antibody and anti-cleaved caspase 3, respectively. Immunostaining was performed on the embryos collected from flies overexpressing Wg and used as control in the experiment. As apoptosis begins at stage 11–12 during *Drosophila* embryogenesis^58^, we chose stage 14 embryos for immunostaining. We could not detect much apoptosis at these stages, but we did observe a large number of cell divisions occurring in wild type and Wg++ embryos (Fig. 6A). There was a small increase in apoptosis in tcf∆N-short as quantified in Fig. 6B. These differences indicate increased apoptosis as a potential mechanism to explain the smaller embryos in tcf∆N-short. An increase in apoptosis downstream of singnaling loss does lead to smaller embryos^59^. Additionally, Wg affects cell growth through Myc regulation bringing together growth and apoptosis as a possible explanation for why we see effects on embryo size^60, 61^.

**Figure 6:**
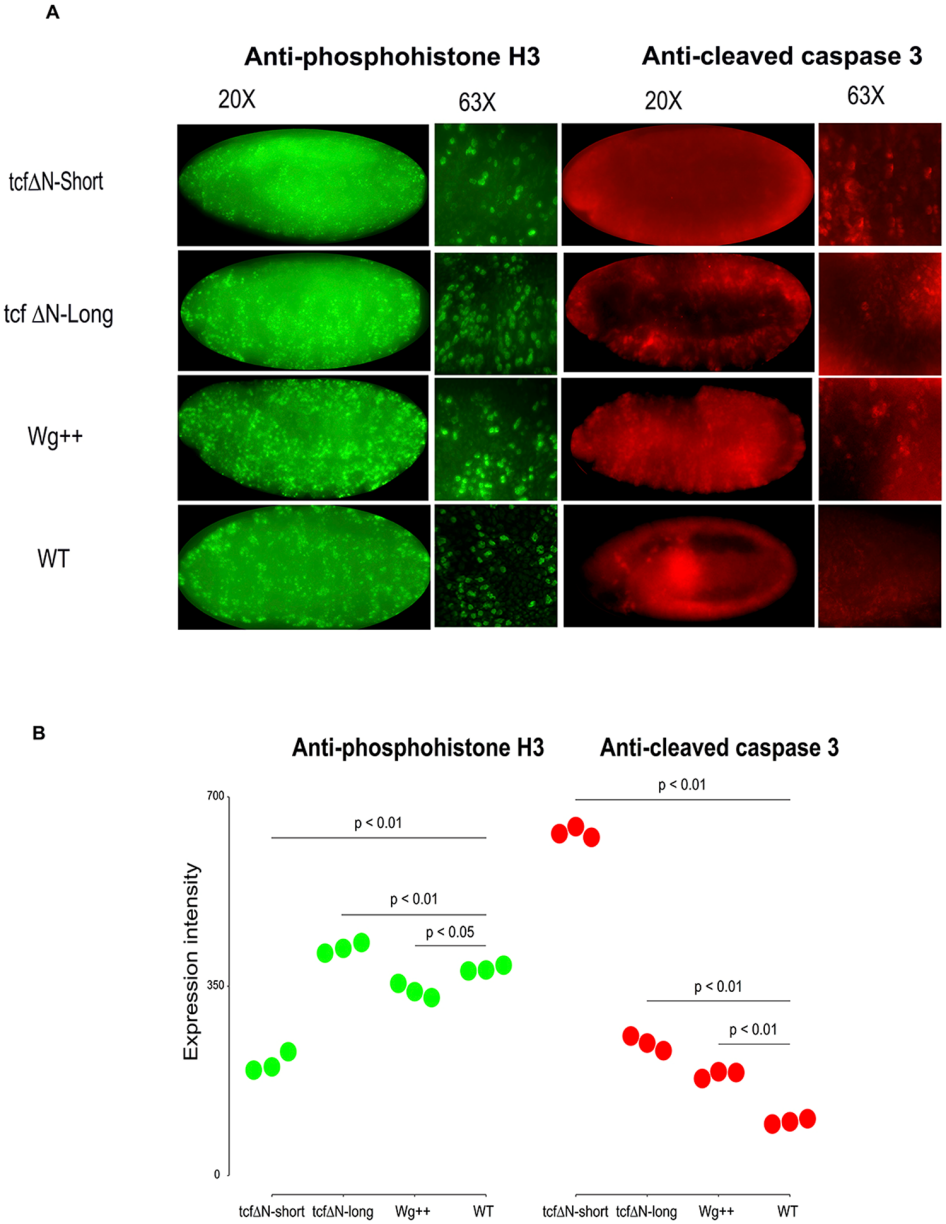
Comparison of cell division and apoptosis markers in developing embryos. Embryos of the three canonical Wnt signaling conditions along with wildtype stained for the cell division marker phosphohistone H3 and apoptosis marker cleaved caspase3 as compared shown as whole embryos and with confocal close-ups of dividing nuclei and apoptosing cells. Quantification: done by counting dividing and dying nuclei where all comparisons show some level of significant difference with p values: PhosphoHistoneH3 tcf∆N-short vs wt (0.001751243), tcf∆N-long vs wt (0.008122443), Wg++ vs wt (0.01965572). Caspase - tcf∆N-short vs wt (5.328096e-06), tcf∆N-long vs wt (0.001070419), Wg++ vs WT (0.0001124644).

## Discussion

We show that our naïve embryo system is amenable to quantitative analysis of transcriptional responses to perturbations targeting specific components and branches of the Wnt signalling pathway. The Wnt signalling pathway is of particular interest for this type of analysis as it consists of a canonical pathway with a well-defined mechanism of signal transduction, and a series of cell polarity pathways regulating a variety of cellular behaviours^13, 62^. These pathways can be thought of as a signalling network^63, 64^, where upon signal activation a poorly defined mechanism selects the pathway and outcome. Our system allowed the observation of specific transcriptional profiles that were clustered depending on which branch and which component was perturbed, illustrating clear differences in the sets of regulated genes and the involved biological processes.

For the canonical pathway, much but not all of the cellular response is mediated through β-catenin and TCF transcriptional activation and repression^51^. For a strong activation of canonical Wnt signaling, we used overexpression of Wg, which resulted in full embryo growth (aside from a head involution defect^58^). Phenotypically embryos generated by overexpression of Wg appear the same as those with a gain of function Arm allele. However, we found a marked difference between the two conditions with a large number of genes activated by Wg++ but not by arm∆N (cluster III, Fig. 2A). These genes were associated with cell proliferation and the cell cycle. 

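Embryos of Wg++ and arm∆N differed in genes of the cuticle and of chitin turnover. fz3 was lower in Wg++ than in arm∆N, with a log2 fold change of −1.41 (standard error 0.31, adjusted p = 0.00823) from limma's test. TwdlF was lower, at −7.04 (standard error 0.57, adjusted p = 0.000458), near the lowest value of the arrays in Wg++, and the obstructor gene obst-B, at −2.36 (standard error 0.35, adjusted p = 0.00351). nenya, a RING protein gene of meiotic recombination, was higher in Wg++ by 2.25 (standard error 0.28, adjusted p = 0.00224). Of 34 chitin genes, 24 were lower in Wg++ than in arm∆N, 1 was higher and 9 did not pass (24 and 1 when adjusted over the list alone), with a median of −1.23 (adjusted p = 1.91e-07 from camera, and adjusted p = 0.837 with an estimated correlation). Of 79 cuticle protein genes, 35 were lower, none was higher and 44 did not pass (35 lower when adjusted over the list alone), with a median of −0.94 (adjusted p = 1.01e-07 from camera, and adjusted p = 0.871 with an estimated correlation). Of 11 Wg target and feedback genes, 4 were lower and 1 was higher, the overexpressed wg (the same counts when adjusted over the list alone), with a median of −0.41 (camera, adjusted p = 0.401).
In all, 1655 genes were higher and 1626 lower in Wg++ than in arm∆N, 3281 together. The count was 1665 without Wg++ replicate 1. Against WT, the 2 genotypes shared 225 higher and 728 lower genes, where independent lists would share 131 and 227, and 26 genes were called in opposite directions. The WT arrays are common to both, so part of the excess may come from those.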

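Genes of mitosis and DNA replication were higher in Wg++ than in arm∆N, from condensin to the replicative helicase. Of 49 genes on that list, 28 were higher, none was lower and 21 did not pass (28 higher when adjusted over the list alone). Their median log2 fold change was 1.06 (adjusted p = 1.03e-09 from camera, and adjusted p = 0.859 with an estimated correlation). glu, which encodes a condensin subunit, was higher by 2.07 (standard error 0.35, adjusted p = 0.00395) from limma's test. The separase subunit gene thr was higher by 1.94 (standard error 0.30, adjusted p = 0.00365) and dup by 1.73 (standard error 0.30, adjusted p = 0.00414). Mcm6, which encodes part of the replicative helicase, was higher by 1.45 (standard error 0.26, adjusted p = 0.00444).
Of the lists taken to mark embryo age, maternal transcripts were higher and those of later tissues lower in Wg++ than in arm∆N. Blastoderm genes did not pass as a list. A change of cell fate could lower lists of tissues too, so they do not show age alone. Of 23 maternal egg transcripts 10 were higher and none lower, with a median of 1.28 (camera, adjusted p = 0.00132). Of 23 blastoderm genes 2 were lower and none higher, with a median of 0.28 (adjusted p = 0.719). Of 13 muscle markers 8 were lower, with a median of −0.93 (adjusted p = 0.0101), and of 19 neuron and glia markers 7, with a median of −0.68 (adjusted p = 0.0143). Of 20 septate junction genes 11 were lower, with a median of −0.65 (adjusted p = 0.00119), and of 16 tracheal markers and Osiris genes 11, with a median of −2.03 (adjusted p = 4.37e-05). None of the markers of these tissues was higher, and none of the list calls holds with an estimated correlation. From the genes that respond to Wg++ and not to arm∆N, the paper proposes that transcription independent of Arm is activated downstream of Wg.

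**Figure D8:**
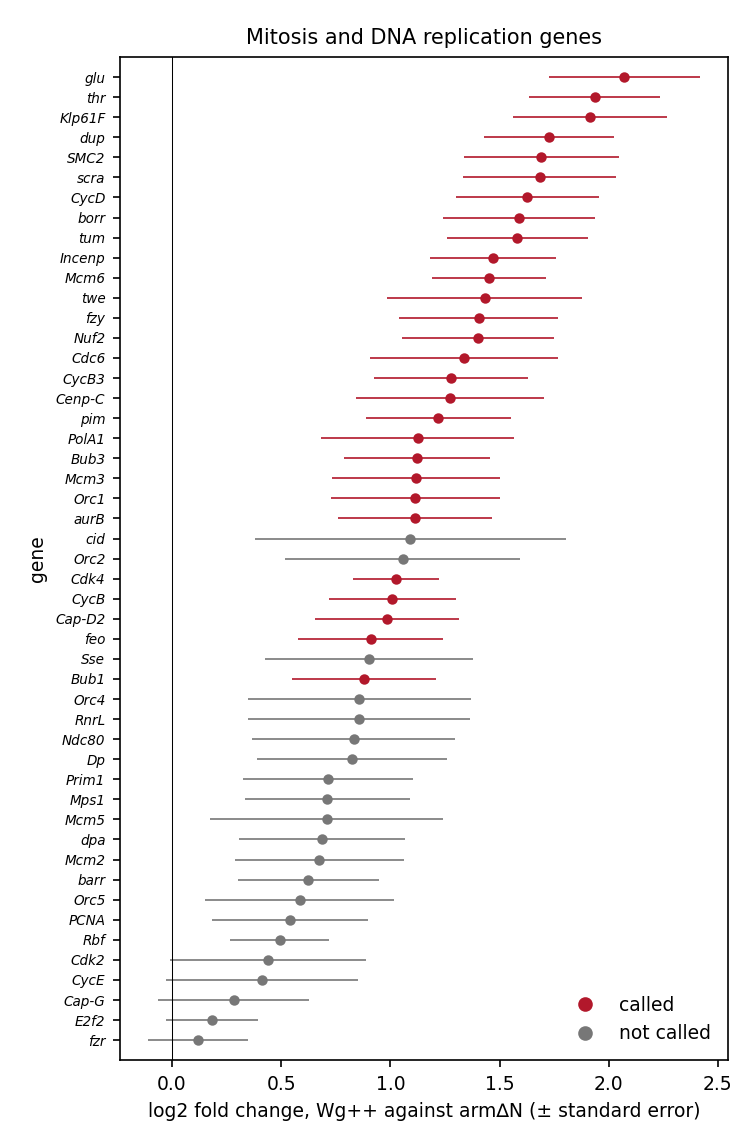
Log2 fold change of Wg++ against arm∆N for genes of mitosis and DNA replication, 1 row per gene, with lines for the standard error and colour for the genes called. glu is at 2.07.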

The results from our transcriptional analysis therefore suggest that Arm independent transcriptional activation occurs downstream of Wg, resulting in a gene cohort similar to the Wnt/Stop pathway, but occurring through a transcriptional rather than a protein stability mechanism^50, 51, 53^.

For the strong loss of signaling condition, we performed two experiments using tcf∆N-short alone and tcf∆N-short along with arm∆N. We observed that the transcriptional profile was very similar illustrating that all Arm dependent transcription requires a form of TCF that can interact with Arm (Fig. 2B). This re-establishes the Arm/TCF interaction as the main source of transcriptional activity due to Arm transactivation^5^. 

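Metal oxidase, chitin-binding and immune genes that arm∆N changed in naïve embryos were not changed in the same way when tcf∆N-short was expressed too. Mco4 rose by a log2 fold change of 5.73 (standard error 0.27, adjusted p = 3.51e-06) in arm∆N, and its interaction with tcf∆N-short, the effect of arm∆N with it minus that without, was −5.75 (standard error 0.38, adjusted p = 0.00011) from limma's interaction test. obst-G gave an interaction of −5.41 (standard error 0.40, adjusted p = 0.00012) and Notum of −2.75 (standard error 0.34, adjusted p = 0.00294). BomT2, an immune peptide gene, gave −4.44 (standard error 0.80, adjusted p = 0.0153). In the other direction, Jon25Biii, a gut serine protease gene that arm∆N lowered, at −6.53 (adjusted p = 6.13e-05), gave 5.72 (standard error 0.74, adjusted p = 0.0034). Mco4 and obst-G in all genotypes of this test but arm∆N, BomT2 in WT and Jon25Biii in arm∆N lay near the lowest value of the arrays, so the sizes of these terms are uncertain. Of 21 immune response genes, 9 had a lower effect of arm∆N with tcf∆N-short, none a higher one and 12 did not pass. Adjusted over the list alone, 11 had a lower and 1 a higher effect. The median was −1.73 (adjusted p = 1.71e-05 from camera, and adjusted p = 0.837 with an estimated correlation). Against WT, the list's median was already 1.03 in tcf∆N-short, beside 1.68 in arm∆N. Part of the list was also higher than in WT in tcf∆N-short-arm∆N. The negative interaction therefore does not mean that these genes stayed at the level of WT.
In all, 988 genes passed the interaction test, 625 with a positive and 363 with a negative term. After cyclic loess these were 463 and 427. The count was 369 without tcf∆N-short replicate 1, 528 and 598 without arm∆N replicates 1 and 2, and 539 without WT replicate 1. With a replicate block it was 1794, 1075 positive and 719 negative. The 700 genes that arm∆N raised had a median log2 fold change of 1.28, and of −0.01 between tcf∆N-short-arm∆N and tcf∆N-short, and 311 of them passed the interaction test against the effect. The 1029 genes that it lowered had medians of −0.91 and 0.10, and 523 passed. None of either set was called in the same direction between tcf∆N-short-arm∆N and tcf∆N-short, where 15 genes were called in all and 522 had an unadjusted p under 0.05. Both sets were chosen by the difference that the interaction subtracts, which favours interactions against the effect, so these 2 counts are no independent test. The medians between tcf∆N-short-arm∆N and tcf∆N-short come from other arrays. All of these rest on the expression of arm∆N in tcf∆N-short-arm∆N, which was not checked. Between tcf∆N-short-arm∆N and arm∆N, 1031 genes differed, 533 without arm∆N replicate 1 and 663 without tcf∆N-short-arm∆N replicate 1. From the similar profiles with and without arm∆N, the paper concludes that all transcription that depends on Arm requires a TCF that can interact with it.

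**Figure D9:**
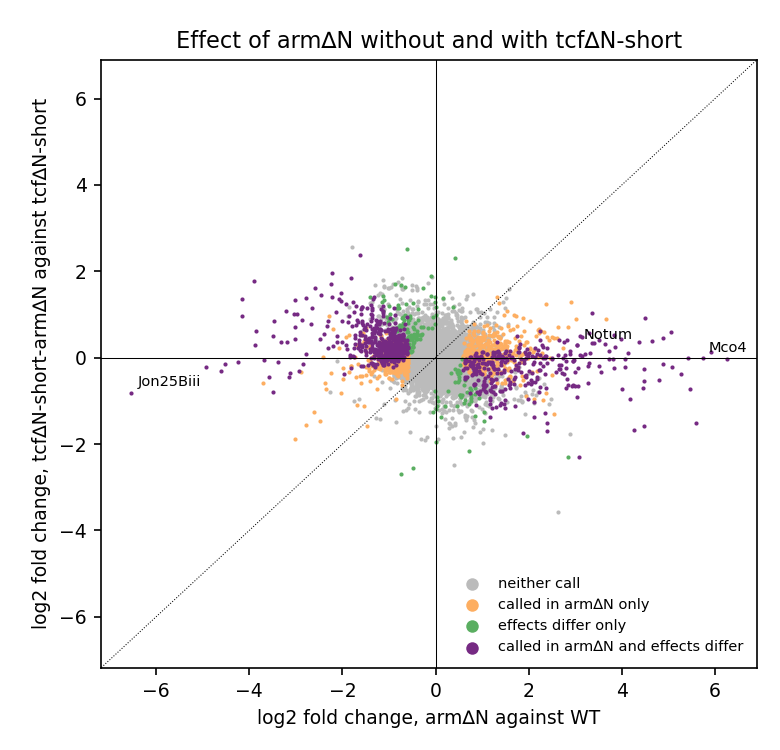
Log2 fold change made by arm∆N with tcf∆N-short (vertical, tcf∆N-short-arm∆N against tcf∆N-short) and without it (horizontal, arm∆N against WT), 1 point per gene. The 700 genes raised by arm∆N have a median of 1.28 on the horizontal and −0.01 on the vertical axis.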

For the intermediate loss of signaling condition, we expressed a tcf∆N-long construct, a condition where we observe a loss of patterning, with most epidermal cells producing denticles but without a strong effect on embryo size. The identical phenotype was produced by the dominant negative DisArmed allele^24^. As this is a highly-expressed form of the Arm protein that is immune to standard ubiquitin-mediated degradation and fails to act in transcriptional activation, the most likely explanation is that DisArmed binds to TCF, either sequestering it or preventing TCF from taking part in transcription. 

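DisArmed embryos lacked the rise in midgut enzymes seen in tcf∆N-long. Of 35 larval midgut digestive enzymes, 18 were lower in DisArmed than in tcf∆N-long, none was higher and 17 did not pass (20 lower and 1 higher when adjusted over the list alone), with a median of −1.18 (adjusted p = 6.06e-18 from camera, and adjusted p = 0.837 with an estimated correlation). Bace was lower, with a log2 fold change of −4.71 (standard error 0.36, adjusted p = 7.87e-05) from limma's test, and the serine protease gene Jon25Bii, at −4.99 (standard error 0.64, adjusted p = 0.00308), near the lowest value of the arrays in DisArmed. Cyp28d2 was lower, at −5.15 (standard error 0.37, adjusted p = 3.93e-05), while CG7567 was higher, at 3.44 (standard error 0.52, adjusted p = 0.00769). Of 11 Wg target and feedback genes, 1 was higher in DisArmed and none was lower (5 higher when adjusted over the list alone). Their median was 0.76 (adjusted p = 1.17e-06 from camera, and adjusted p = 0.837 with an estimated correlation).
In all, 48 genes were higher and 124 lower in DisArmed than in tcf∆N-long. The 172 called genes were 76 and 60 without DisArmed replicates 1 and 2, and 81 and 60 without those of tcf∆N-long. In cluster III none of the 259 genes was higher and 4 were lower (CG2444, CG31974, CG9040 and GstD5), and 859 of all genes had an unadjusted p under 0.05 in this comparison. In cluster IV 23 of the 196 genes were higher and 2 lower (CG6996 and MtnB). Against WT, the 2 genotypes shared 7 higher and 24 lower genes, where independent lists would share 0.313 and 0.722. The WT arrays are common to both, so part of that excess may come from those. Their fold changes had a Spearman correlation of 0.544 across genes, which are not independent replicates, and a covariance of 0.117. Unchanged groups simulated with shared control arrays gave correlations from −0.109 to 0.859 and covariances up to 0.208 over 95% of draws. The control arrays were drawn from all genotypes, so this range is not particular to the WT arrays.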

Either way, it perfectly phenocopies the absence of TCF (Fig. 1), and shows a very similar transcriptional profile to tcf∆N-long especially in clusters III and IV (Fig. 2A).

The fourth condition was the use of a non-canonical Wnt4 molecule that signals through a different receptor (PTK7/Otk) opposing Wg. We found that in all three conditions Otk expression, Wnt4 expression, and Wnt4/Otk expression a similar cohort of genes was regulated (Fig. 2A), and that the highly-correlated expression profiles of Otk and Wnt4 compared to WT support that they reside within the same section of the Wnt signalling pathway (Fig. 2C). 

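Genes of junctions and of the Hedgehog pathway leaned higher in Otk++ as groups, while few passed the test one by one. Of 20 septate junction genes, 1 was higher than in WT, none was lower and 19 did not pass (8 higher when adjusted over the list alone), with a median log2 fold change of 0.38 (adjusted p = 3.89e-05 from camera, and adjusted p = 0.837 with an estimated correlation). The gene that passed, l(2)gl, rose by 1.04 (standard error 0.18, adjusted p = 0.075), and it did not pass without WT replicate 1 (adjusted p = 0.602), Otk++ replicate 1 (adjusted p = 0.332) or Otk++ replicate 2 (adjusted p = 0.119), nor among genes above a log2 value of 4 (adjusted p = 0.103). Of 13 Hedgehog pathway genes, 1 was higher and none was lower (5 higher when adjusted over the list alone), with a median of 0.42 (adjusted p = 9.46e-05 from camera, and adjusted p = 0.844 with an estimated correlation). This was dlp, a glypican gene, which rose by 1.22 (standard error 0.20, adjusted p = 0.0674) and did not pass without WT replicate 1 (adjusted p = 0.394) or Otk++ replicate 1 (adjusted p = 0.369). Prx6c, a peroxiredoxin gene, rose by 4.91 (standard error 0.28, adjusted p = 3.11e-05), and its level was also high in tcf∆N-short at 10.35 ± 0.27 (SD, n = 2 arrays), against 10.36 ± 0.53 (SD, n = 2) in Otk++ and 5.45 ± 0.07 (SD, n = 2) in WT.
In all, 11 genes were higher and 18 lower in Otk++ than in WT, from limma's test. After cyclic loess these were 14 and 12. The 29 called genes were 2 without Otk++ replicate 1, 2 without WT replicate 1 and 838 without WT replicate 2. They were 68 without the expression filter, 16 with genes above a log2 value of 4, 17 with a trend and robust prior and 379 with a replicate block, and none was called with only the arrays of Otk++ and WT. Of the higher genes, 2 were also higher in Wg++, where independent lists would share 2.06. Of the lower genes, 9 were also lower in Wg++, against 3.97. The WT arrays are common to both comparisons, so part of that excess may come from those. The Wnt4 arrays are not analysed here.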

The set of genes upregulated by perturbing Wnt4/Otk did not correspond to those upregulated by the canonical Wg pathway, and instead represent a new gene set involved in morphogenesis, cell:cell communication and adhesion (Figs 3 and 4), a finding that is in keeping with and correlates with the polarity pathways that determine cell shape and organization during epidermal development^65–75^.

Recently, Wang and colleagues found that redox state in germ line stem cells was regulated by Wnt signaling^76^. Different cellular states (i.e. proliferation, apoptosis, differentiation) have been associated with different redox states^77, 78^. Our transcriptional analysis indicated that glutathione metabolism, a metabolic pathway associated with regulation of redox potential in the cell, was regulated by Wnt signaling in our system. tcf∆N-short embryos showed an increase in the expression of genes associated with both glutathione metabolism and response to stress, whereas such a similarly strong change in expression was not observed in tcf∆N-long and Wg++. This finding suggests that embryonic Wnt signaling is required to modulate redox metabolism and its dysregulation in tcf∆N-short might result in increased stress and apoptosis^79^.

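Of the GstD and GstE genes, more were higher than lower in tcf∆N-short, while in Wg++ some were higher and some lower. GstD4 rose in tcf∆N-short by a log2 fold change of 2.04 (standard error 0.24, adjusted p = 0.000586) from limma's test, a lower bound since it lay near the lowest value of the arrays in WT, and GstD5 by 2.32 (standard error 0.33, adjusted p = 0.00234). In tcf∆N-long GstD10 rose by 1.93 (standard error 0.27, adjusted p = 0.00491). In Wg++, GstE10 fell, at −2.26 (standard error 0.34, adjusted p = 0.00134) and GstE11, at −1.39 (standard error 0.24, adjusted p = 0.00218), while GstD9 rose by 1.15 (standard error 0.23, adjusted p = 0.0043). Of 24 GstD and GstE genes, 15 were higher in tcf∆N-short, 1 was lower and 8 did not pass (15 and 1 when adjusted over the list alone), with a median of 0.99 (adjusted p = 1.21e-08 from camera, and adjusted p = 0.837 with an estimated correlation). In tcf∆N-long 1 was higher and 1 was lower (7 and 1 when adjusted over the list alone), with a median of 0.26 (adjusted p = 0.00285 from camera, and adjusted p = 0.859 with an estimated correlation). In Wg++ 3 were higher and 6 lower (3 and 6 when adjusted over the list alone), with a median of −0.39 (adjusted p = 0.43 from camera). Of 20 redox enzymes and metallothioneins, 2 were higher and 2 lower in tcf∆N-short (3 and 3 when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.747 from camera). The difference between tcf∆N-short and Wg++ was not tested. From the rise of these genes in tcf∆N-short, the paper proposes that embryonic Wnt signalling is required to modulate redox metabolism.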

Our gene expression and ChIP data do not support a simple explanation for which genes are activated and which are repressed. Previous studies attempting transcriptional profiling of genes downstream of Wnt have found a wide range of results and thousands of genes^14, 35, 80^. For example, an early study looking at developmentally important transcription factors in *Drosophila* embryonic development found more than 1,000 sites where TCF was bound by ChIP-Chip^35^. Since these genes are not expressed in the same way in different cells, it is likely that a complex combinatorial system with multiple transcription factors or epigenetic regulation is in place.

Overall, we present a useful *in vivo Drosophila* system that allowed us to characterize and bring together several aspects of Wnt signaling. We have looked at transcriptional repression and activation, moderate and strong canonical signaling conditions, and at the effects of opposing Wnt ligands. Showing the utility of our experimental system, our transcriptional analysis led us to identify a novel, *Drosophila* β-catenin independent set of genes activated by overexpression of Wg and completely different gene cohorts downstream of Wnt4 and Wg. We envision that detailed cellular and molecular studies in this naïve embryo system will allow to identify and test specific transcription factors and binding sites, and to delineate different signaling outcomes from different perturbations of Wnt and other signaling pathways.

## Materials and Methods

### Fly strains and transgenics

The *bicoid*, *nanos*, *torsolike* strain (*bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^)^40^ was recombined with DaGal4 flies to make a triple mutant with Gal4 driver. UAS-Otk-3XHA^19^, UAS-Wnt4^81^, UAS-DisArmed^24^, UAS-arm-∆N^42, 44, 82, 83^ were described previously.

*1*. *wg* ^*IG22*^; Df (3L) H99

*2*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-tcf∆N-long-3XHA

*3*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-tcf∆N-short-3XHA

*4*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-Wg

*5*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-DisArmed

*6*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-Wnt4

*7*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-Otk

*8*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-Wnt4, UAS-Otk

*9*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-tcf∆N-short-3XHA, UAS-∆N-Arm

*10*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x UAS-arm-∆N

*11*. *bcd* ^*E1*^, *nos* ^*L7*^, *tsl* ^*146*^, da-Gal4 females x Ubi-NLS-GFP; UAS-myr-Tomato

The TCF transgenes were made by PCR amplification of DNA from an ovarian library using primers:

TCF Short FOR—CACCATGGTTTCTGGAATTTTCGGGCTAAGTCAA

TCF Short REV—CGTTGTCGATCTGTCTTTTTTTCGCTTTTT

TCF Long FOR—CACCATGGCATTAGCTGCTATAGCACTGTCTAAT

TCF Long REV—TGAAACGCTAATAACGCCGTTATCGGAAGA

The PCR products were cloned into pENTR vectors (Invitrogen) and recombined using Gateway technology (Invitrogen) into pUASg.AttB.3XHA vectors for fly injection^84^. The DNA was injected into strain P[CaryP]attP2 68A4 by BestGene Inc California^85^.

### Microarray

We collected approximately 50 embryos per microarray experiment, with the control (WT) embryos being non-expressing naïve embryos. Embryos were staged to approximately 4–16 hour stages to allow for early and mid-stage expression. Extracted mRNA from the various genetic conditions was then analysed on Affymetrix Drosophila 2 microarrays by standard procedures. For each condition, we performed two biological replicates. Microarrays were normalised using GC-RMA. Prior to differential expression analysis, probesets were filtered by 1) removing probesets not mapping to a gene 2) removing probesets which mapped to multiple genes 3) if a gene had multiple probesets assigned to it the probeset with the largest IQR was used 4) probesets not showing expression greater than 2.5 in at least two samples and those mapping to non-canonical chromosomes were removed. Following these preprocessing steps, differential expression analysis was performed using LIMMA^51^. Clustering of gene expression profiles was performed by converting gene expression to z-scores and clustering them using (1 − cor)/2 as a dissimilarity measure. To assess the stability of sample level clustering we used pvclust with 10000 iterations to calculate approximately unbiased (AU) p-values (Fig. S2A). All of the major expected clusterings remained stable. The set of samples relating to perturbation of the non-canonical pathway (Wnt4++, Otk++, Wnt4Otk++) did not form a stable cluster but were highly unstable between each other. The optimum number of clusters to cut the gene-associated dendrogram was determined by calculating the mean silhouette width over a number of different cluster sizes (Fig. S2B,C).

Enrichment for Gene ontology was performed using a hypergeometric test from the GOStats package^86^. Results from GO enrichments were simplified for presentation purposes by filtering terms with a high semantic similarity^87^, all significant results (adjusted p-value < 0.05) from the enrichment analyses are available in Supplemental Table S2. Enrichment for pathways was performed using ReactomePA^88^, all significant results (adjusted p-value < 0.05) are available in Supplemental Table S2. For pairwise comparisons, enrichments performed using the set of genes used in the differential expression analysis as the background, whereas for the enrichments based on the clustering (Fig. 2A) the background was the set of genes identified as differentially expressed over all conditions.

Enrichment for TFBS motifs was performed using AME (from the MEME suite^89^) against the JASPAR 2016 database^90^. Promoter regions were defined as 1 kb upstream/downstream of a gene’s Ensembl-annotated TSS (dm6, Ensembl version 86). p-values were corrected using fdr, with a TFBS classified as significant at an FDR of 10%.

### ChIP-seq analysis

ChIP-seq data for *TCF* at embryonic 0 h–8 h and 16 h–24 h was downloaded from modENCODE and lifted over from dm5 to dm6^56^. A gene was defined as been bound by *TCF* if there was at least one identifiable peak within 2 kb of the gene’s Ensembl-annotated TSS (dm6, Ensembl version 86). A hypergeometric test was used to calculate if TCF binding was overrepresented in defined sets of genes. Peaks were confirmed by ChIP-qPCR for 23 selected genes by comparing enrichment of precipitated chromatin to input chromatin.

### Embryo Collection and immunostainings

Embryos were collected 4–16 hrs after egg deposition and dechorionated with bleach and fixed with 4% formaldehyde in presence of heptane and sodium phosphate buffer and vortexed at maximum speed. Embryos were devitellinized in methanol/heptane and stored at −20 c until needed. Immunostainings were performed by standard methods with respective antibodies and Alexa Fluor dyes^71–73^. Whole embryo images were taken under 20X magnification, and confocal images were obtained at 63X. Quantification of fluorescence was done using ImageJ software tools^91^. FFT band pass filter was applied to the images for correction of any uneven illumination and horizontal scan lines acquired by phase contrast microscope followed by conversion to 40 pixels. For fluorescence quantification in the cells, small structure default pixels were optimized to 3 pixels and tolerance threshold was set at 5% using binary process function. Intensity density was obtained by using the particle analyser tool. Standard error was calculated using data from n = 3 for each condition and error bars were plotted.

### Antibodies

The following antibodies were used in the study: polyclonal Anti-phosphorylated histone H3 (Millipore, #06-570) and Cleaved caspase 3 (Cell signaling Technology, #9661) for embryo staining as cell division marker and apoptosis marker respectively. Hoechst stain was used to image nuclei (Invitrogen). Rabbit polyclonal to HA tag (Abcam, #ab9110) antibody, mouse monoclonal (mAbcam6002) to Histone H3 (tri methyl K27) and Anti RNA polymerase II (Millipore #05-623B) were used in chromatin immunoprecipitation experiments.

### Real-Time PCR

RT qPCR primers set which can amplify 150–200 base pair fragments were designed (NCBI primer design tool) for the 23 short listed genes for evaluating ChIP assays from the indicated genomic regions. Realtime PCR was carried in a PikoReal96 Real Time PCR system (Thermo Scientific) following the manufacturer’s instructions. Gene-specific transcription levels were determined in a 10 µl reaction volume in triplicate using QuantiFast SYBR Green and qPCR was conducted at 95 °C for 7 min, followed by 40 cycles of 95 °C for 5 s and 60 °C for 1 min. Two biological replicates were used to perform the experiment and results have been replicated. The specificity of the reaction was verified by melt curve analysis. Primer sequences are available in Supplemental Data 3. qPCR changes were calculated using the ∆∆Ct method^92^.

### Chromatin Immunoprecipitation (ChIP)

Embryos staged around 14–16 hrs were collected and cross linked with 1.8% formaldehyde in presence of heptane. Cell and nuclear lysis was done by respective lysis buffers (Easy Magna Chip kit (Millipore)) and Wheaton Dounce homogenizer was used to achieve uniform lysis. Chromatin was sheared for 18 cycles (30 sec ON and 30 Sec OFF) by sonication (Diagenode Bioruptor®) to a size range of 200 bp −1 kb chromatin fragments and the size was checked on a 2% agarose gel. Anti-HA tag (Abcam, #ab9110) and H3K27me3 (Abcam, #6002) antibodies have been used to immunoprecipitate the DNA. Chromatin was diluted 10 fold in Chip dilution buffer, control sample was saved and immune complexes were prepared and incubated at 4 °C overnight with respective antibody and protein A/G magnetic beads (Millipore). Subsequent washing of immune complexes was performed with low salt, high salt, LiCl immune complex wash and TE buffer, and then eluted in Elution Buffer. After reverse cross-linking and Proteinase K treatment, ChIP and control DNA samples were prepared and purified with columns (Millipore). IgG and IgM were used as negative controls in the ChIP assay. Samples were quantified by Quantitative PCR.: We designed RT qPCR primer sets that amplify 150–200 base pair fragments (designed with the NCBI primer design tool) for the 23 short listed genes for evaluating ChIP. All reactions were carried out in technical triplicates and biological duplicates. Specificity of the reaction was verified by melt curve analysis. Primer sequences are available in Supplemental Data 3. Input DNA samples (cross-linked but not immunoprecipitated) were used as positive controls, whereas samples incubated with IgG antibody were used as negative controls. Percent input method was used to analyze the ChIP-qPCR data (https://www.thermofisher.com/br/en/home/life-science/epigenetics-noncoding-rna-research/chromatin-remodeling/chromatin-immunoprecipitation-chip/chip-analysis.html).

### Data availability

All microarray data from this study is available from GEO under accession number GSE97873.

## Electronic supplementary material

Movie 1

Movie 2

Supplementary Figures

Table 1

Table 2

Table 3

# Supplementary material for: An embryonic system to assess direct and indirect Wnt transcriptional targets
**Source:** Sci Rep. 2017 Sep 11;7:11092. doi: 10.1038/s41598-017-11519-z
**Supplement:** Supplementary file 3 — Supplementary Figures

An embryonic system to assess direct and indirect Wnt transcriptional targets

Jahnavi Suresh^{1*}, Nathan Harmston^{2*}, Ka Keat Lim², Prameet Kaur¹, Helen Jingshu Jin¹, Jay B. Lusk¹, Enrico Petretto², Nicholas S. Tolwinski^{1,3}

Corresponding

* Equal Contribution

Supplemental Figures.

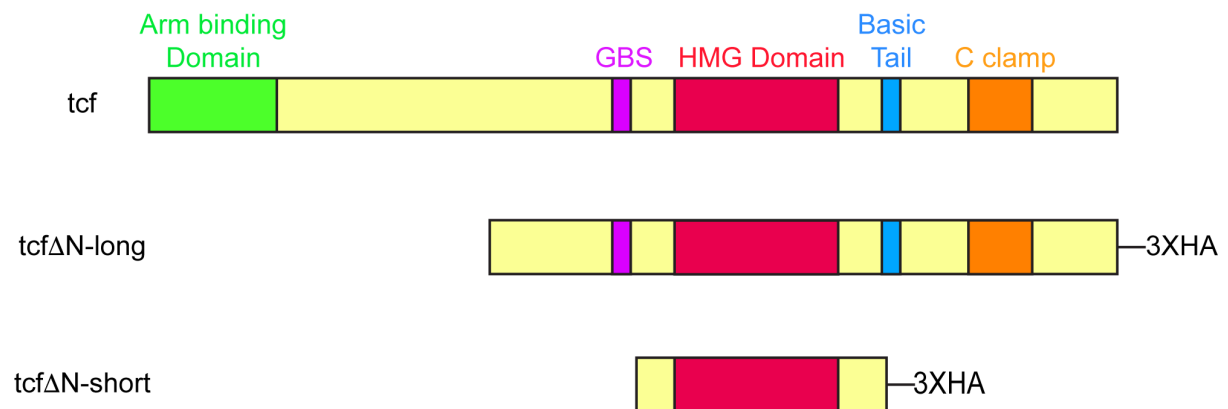

S1. Domain structure of tcf and tcf alleles used in this study. The schema is adapted from ¹ showing the Arm or β -catenin binding domain (green), the Groucho binding sequence (GBS, purple), the high mobility group domain (HMG, red), basic tail (blue), and C clamp (orange) regions. The deleted domains as well as the HA tags are represented for the tcf constructs generated for this study.

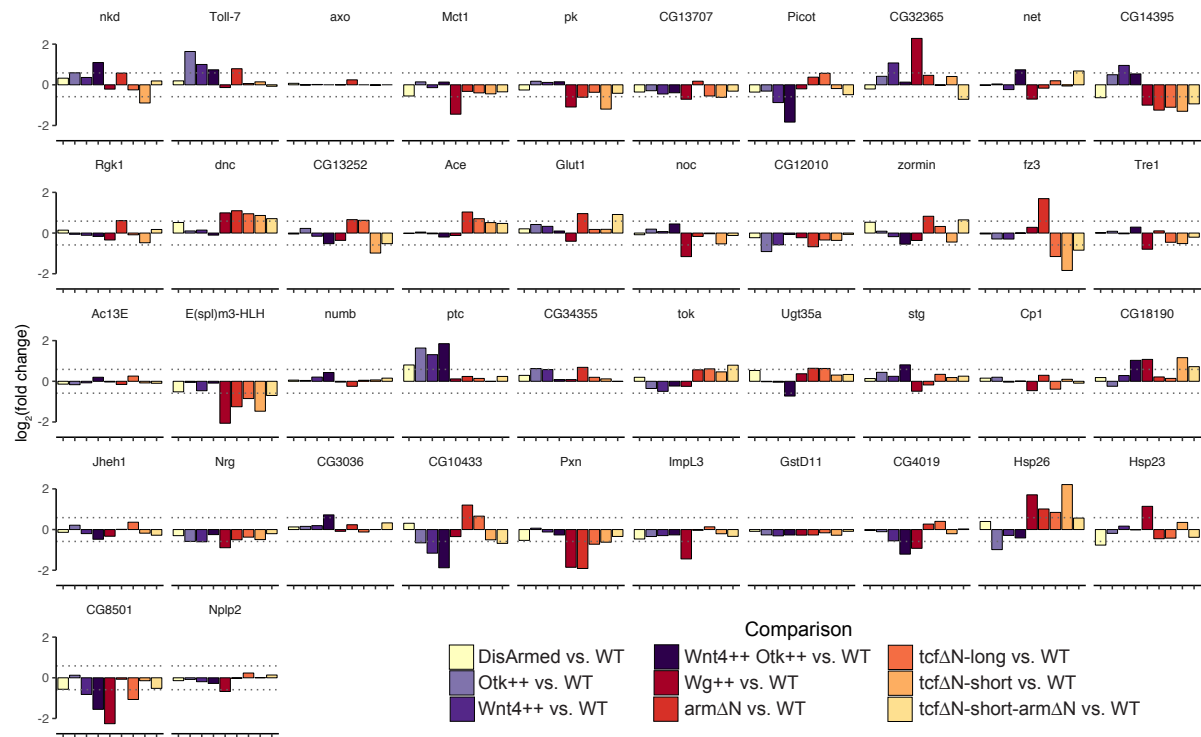

S3. Comparison of microarray results with WNT target genes reported in Franz *et al.* (2017). Franz *et al.* identified 51 genes in Kc167 cells as responding to growth on Wnt-conditioned media, of which 42 were identified as expressed in our microarray data. Log₂ fold changes of different perturbations compared to WT are displayed which identifies fz3, nk1 and CG10433 as targets of canonical Wnt signalling and ptc as a potential target of Wnt4².

Supplemental Data.

Table S1: Excel sheet with results of the differential expression analysis.

Table S2: Excel sheet containing significant enrichments for sets of differentially expressed genes

Table S3: Excel sheet with Chip qPCR primer sequences

Movie S1: Movie of *bicoid*, *nanos*, *torsolike* embryos in phase contrast

Movie S2: Movie of lightsheet microscope using Ubi-NLS-GFP and UAS-myr-Tomato³ as nuclear and membrane markers respectively.

- 1 Cadigan, K. M. & Waterman, M. L. TCF/LEFs and Wnt signaling in the nucleus. *Cold Spring Harb Perspect Biol* **4**, doi:10.1101/cshperspect.a007906 (2012).
- 2 Franz, A., Shlyueva, D., Brunner, E., Stark, A. & Basler, K. Probing the canonicity of the Wnt/Wingless signaling pathway. *PLoS Genet* **13**, e1006700, doi:10.1371/journal.pgen.1006700 (2017).
- 3 Chen, Y. *et al.* Cell-type-specific labeling of synapses in vivo through synaptic tagging with recombination. *Neuron* **81**, 280-293, doi:10.1016/j.neuron.2013.12.021 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

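RNA of naïve embryos of 8 genotypes was measured on Affymetrix Drosophila 2 arrays, 2 arrays per genotype and about 50 embryos aged 4 to 16 h per array. The authors made the deposited values with GC-RMA, so that each value is a log2 intensity of 1 probeset, corrected for background by the GC content of its probes and normalized between arrays. The version of that software is not given. The lowest value in the file, 2.289, occurs on all 16 arrays, and values near it carry no signal over background. The highest is 13.77. The arrays that express Wnt4 are not analysed here.

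Of 18952 probesets, 13647 map to 1 gene, 402 to several and 4903 to none in the platform's annotation. Controls make up 183 of the 18952. Of those with 1 gene, 13544 were found in the gene table of the Release 6 plus ISO1 MT assembly. A further 7 probesets, without a gene in the annotation, were named through Table S1. The gene table places 113 probesets on none of chromosomes X, 2L, 2R, 3L, 3R, 4 and Y, and these include the ones not found in it. The filters of the paper's methods were then applied. The named probesets cover 11990 genes, including any on the 113. For each gene on the chromosomes above, the probeset with the largest interquartile range was kept. The 8859 genes above 2.5 in at least 2 arrays were tested. Gene names and coordinates come from that table.

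limma 3.58.1 in R 4.3.3 was fitted to the 16 arrays with 1 coefficient per genotype and eBayes with its defaults, which left 8 residual degrees of freedom and added 2.72 from the prior. Genes altered in any condition were taken from limma's F test over the 7 contrasts with WT at an FDR under 1%. Pairs of genotypes, and the dependence of the arm∆N effect on tcf∆N-short, were tested by contrasts at an absolute fold change above 1.5 and an FDR under 10%, with Benjamini-Hochberg adjustment. Each direction is the first named genotype minus the second. Lists of genes were compared with all other genes by camera with a preset correlation of 0.01, and again with an estimated correlation. Of 481 list tests over 37 lists, 168 had an adjusted p under 0.05 with the preset correlation and none with the estimated one, where the lowest adjusted p was 0.68. No list call in the passages therefore holds with an estimated correlation.

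The genes altered in any condition were clustered on z-scores across arrays with (1 − r)/2 of the Pearson correlation r as distance and complete linkage, cut into 4 groups, and silhouette widths came from the cluster package 2.1.8.1. The paper's text does not name the linkage. Clusters were numbered by their means in Wg++ and arm∆N, after the paper's description of these, and the other genotypes were not used for this. Lists with at least 3 clustered genes were tested in each cluster by Fisher's exact test, one-sided, 72 tests in all. That test takes genes as independent, while the clusters group genes that vary together, so its p-values may be too low. Arrays were clustered in the same way. For pairs of comparisons that share the WT arrays, unchanged groups with shared control arrays were simulated in 100 draws. Each draw took deviations of single arrays from their genotype means, with genotypes and replicate numbers chosen at random. Such deviations correlate between genotypes, so the draws do not isolate the effect of the shared arrays.

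The genes named in the text follow a rule set in advance. These are, in each comparison, the 10 that rose most and the 10 that fell most among called genes whose arrays do not overlap, the genes the paper names in its text or Table S3, wg, arm, pan, otk, bcd, nos and tsl, and up to 4 members of each list with the lowest adjusted p. The part of Table S1 at hand, for Wg++ and Wnt4++ against WT, had been read before the rule was written. For the dependence of the arm∆N effect on tcf∆N-short, genes named in the comparison of arm∆N with WT were followed. Where a group mean of a named gene lay under 3, near the lowest value, the text says so. Genes named as a count of 5 or fewer of a cluster were chosen after their values were seen.

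The alternatives were no expression filter, a filter at 4, the probeset with the highest mean, a prior with a trend and robust estimation, cyclic loess between arrays, replicate number as a block, a fit of only the 2 groups compared, an FDR under 5%, and each array left out in turn. For the correlation of fold changes, Pearson's coefficient, called genes alone and genes with a mean above 6 were tried, and for the clusters, average and Ward linkage and the genes at an FDR under 5%. For the same correlation, 1 WT array for each genotype was added after the data were seen. The fits were tested on simulated data. For tcf∆N-short against WT with 8859 genes, 41 of 100 genes changed by 1 on the log2 scale and 91 of 100 changed by 2 were recovered, with 13 unchanged genes called. In the same simulation limma called 0 genes in Otk++, where none was changed. The simulated noise was normal and independent between arrays, without a lowest value or differences shared by replicate number. These counts therefore do not give the rate of false calls on the real arrays. Enrichments for ontology terms and binding sites, bootstrapped clustering, ChIP and staining are not analysed here.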

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

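The comparison of arm∆N with and without tcf∆N-short is given here because the effect of arm∆N differed between the 2 backgrounds, by limma's interaction test, at 988 genes.

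The other results are gene lists that the paper's text does not discuss and whose median log2 fold change against WT reached 1 in size, with camera's call at the preset correlation. In tcf∆N-short these medians were −1.11 for denticle and trichome genes, 1.03 for immune response genes, 1.00 for maternal egg transcripts, of which none of 23 was called, 1.31 for larval midgut digestive enzymes and −1.01 for tracheal markers and Osiris genes. The midgut enzymes had a median of 1.23 in tcf∆N-long and 1.14 in tcf∆N-short-arm∆N. In Wg++ the median was 1.74 for maternal egg transcripts and −2.03 for tracheal markers and Osiris genes. Immune response genes had a median of 1.68 in arm∆N. None of these list calls holds with an estimated correlation, where the lowest adjusted p of any list was 0.68.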

How the results depend on the processing

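With 2 arrays per genotype, counts of called genes moved with the settings. Over 113 results of named genes and 1367 alternatives to these, 1295 kept their side of the threshold and 68 lost their call. Another 4 passed only under the alternative, and no gene called in either fit turned direction. This is no test of direction, since many of these genes were named for large changes or low adjusted p. The filters, the prior, the block, the 2-group fit and the stricter FDR also leave a fold change as it is. Of the 68, 40 came from fitting only the arrays of the 2 groups compared. Values near 2.289 carry no signal over background, which limits genes that are off in 1 genotype. Except where stated, the cause of a change was not tested.

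Without the expression filter, 724 genes were altered in any condition, and the counts were 68 for Otk++ and 169 for tcf∆N-short against tcf∆N-long. With the filter at 4, Otk++ had 16 and tcf∆N-short-arm∆N against tcf∆N-short 8, and with a trend and robust prior Otk++ had 17. With replicate number as a replicate block, 1896 genes were altered in any condition. The counts were then 1165 for tcf∆N-short, 791 for tcf∆N-long, 85 for DisArmed, 379 for Otk++, 742 for tcf∆N-short against tcf∆N-long, 276 for DisArmed against tcf∆N-long and 1794 for the dependence of the arm∆N effect on tcf∆N-short. Neither the labels nor the paper pairs the samples by replicate number. Differences between the replicates of 2 genotypes correlated above 0.1 in 19 of 28 pairs of genotypes, from −0.528 to 0.675. In the 15 pairs without WT and DisArmed the correlation ran from 0.223 to 0.675, so a factor shared by replicate number in these 6 genotypes stays open, and the fit without a block may call too few genes there.

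With only the arrays of the 2 groups compared, the spread rests on 4 arrays. The counts were 81 for tcf∆N-short, 12 for tcf∆N-long, 308 for arm∆N, 42 for tcf∆N-short-arm∆N, 16 for tcf∆N-short against tcf∆N-long and 280 for tcf∆N-short-arm∆N against arm∆N. limma then called 0 genes for DisArmed, Otk++ and tcf∆N-short-arm∆N against tcf∆N-short, which had 667, 1486 and 522 genes with an unadjusted p under 0.05 in the fit of all arrays. At an FDR under 5% the counts were 430 for tcf∆N-short, 145 for tcf∆N-long, 1148 for arm∆N, 30 for DisArmed, 2 for Otk++, 164 for tcf∆N-short against tcf∆N-long, 679 for tcf∆N-short-arm∆N against arm∆N, 113 for DisArmed against tcf∆N-long and 453 for the dependence of the arm∆N effect.

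The correlation of fold changes between tcf∆N-short and tcf∆N-short-arm∆N was 0.83 as Pearson's coefficient and 0.92 over called genes alone. With 1 WT array for each genotype, chosen after the data were seen, it was 0.3099 with WT replicate 1 for tcf∆N-short and 0.2252 with WT replicate 2. Single WT arrays are noisier than their mean, and how much of the fall comes from this was not tested. Cluster III held 949 genes when clustering those at an FDR under 5% and 89 with no expression filter, and cluster IV held 600 at an FDR under 5%. With average linkage cluster IV held 235 genes, of which 11 were among its 196 in the main setting. Of the list tests called with the preset correlation, camera called 0 with an estimated correlation.

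Leaving out each array in turn gave 419 to 1271 genes altered in any condition. The counts ran from 271 to 841 for tcf∆N-short, 59 to 636 for tcf∆N-long, 2375 to 3207 for Wg++, 871 to 1869 for arm∆N, 16 to 310 for DisArmed, 2 to 838 for Otk++ and 187 to 305 for tcf∆N-short-arm∆N. They ran from 96 to 601 for tcf∆N-short against tcf∆N-long, 1665 to 2555 for Wg++ against arm∆N, 8 to 18 for tcf∆N-short-arm∆N against tcf∆N-short, 533 to 860 for tcf∆N-short-arm∆N against arm∆N, 60 to 81 for DisArmed against tcf∆N-long and 369 to 1324 for the dependence of the arm∆N effect. The correlation of fold changes ran from 0.338 to 0.769. A lone array was assumed to vary like those of the other genotypes.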

Differences from the paper's values

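Fig. 2B gives a correlation of fold changes between tcf∆N-short and tcf∆N-short-arm∆N of about 0.83, read by eye, and the text does not name the coefficient. Spearman's correlation here was 0.71. A value counts as within the paper's if it lies no further from it than 0.0659, the SD between the correlations from replicate 1 alone and from replicate 2 alone. Of the alternatives set before the data were examined, Pearson's correlation falls within the paper's value, as do the correlation without WT replicate 2, 0.769, and without tcf∆N-short replicate 1, 0.766. The others do not. They are no expression filter (0.661), a filter at 4 (0.713), the probeset with the highest mean (0.708), a trend and robust prior (0.71), cyclic loess (0.712), a replicate block (0.71), called genes alone (0.92) and genes with a mean above 6 (0.697). Leaving out WT replicate 1 (0.749), tcf∆N-short replicate 2 (0.541) or tcf∆N-short-arm∆N replicate 1 (0.338) or 2 (0.754) does not reach it either, nor does 1 WT array for each genotype, which was added after the data were seen.

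The other values that the paper states for these samples lie within 1.5 times the ones here. At the paper's thresholds these are the paper's 1360 against 1091 genes altered in any condition, its 222 against 284 genes between tcf∆N-short and tcf∆N-long, and its 256 against 259 genes in cluster III. The paper's analysis over all conditions also held the Wnt4 genotypes. Of the sheet of Table S1 for Wg++ against WT, 1999 of 8659 rows were at hand. All 1516 genes read there from the same probeset lie within 0.01 of the log2 fold change here. For 26 genes the table uses another probeset, among them bcd, with the paper's 2.93 against 4.24 here, where the WT arrays spread by an SD of 1.39.

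The paper states that fz3 and nkd are activated by Wg++ and arm∆N and blocked by tcf∆N-short. fz3 was higher in arm∆N and lower in tcf∆N-short here, and in Wg++ its log2 fold change of 0.28 did not pass (adjusted p = 0.512). nkd passed in none of these, at −0.21 in Wg++, 0.58 in arm∆N and −0.89 in tcf∆N-short, and it was called lower in tcf∆N-short after cyclic loess (adjusted p = 0.0949) and with a replicate block (adjusted p = 0.0865).

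The paper describes cluster IV as raised in Wg++ and arm∆N. In arm∆N 142 of its 196 genes were higher and 1 lower, while in Wg++ 76 were higher, 32 lower and 88 did not pass. The paper describes cluster II as lowered by Otk++, where 3 of 368 genes were lower and 2 higher, at a median of −0.22. This median has the paper's direction, and only 29 genes were called in Otk++ in all. Cluster II here is the group left after the others were numbered, made without the Wnt4 arrays, so it need not hold the paper's genes. With average linkage 207 of its genes fell into the group numbered I, 157 into IV and 4 into III. Cluster III is described as raised by Wg++ and not by arm∆N. Here 83 of its 259 genes were also higher in arm∆N, and 187 were higher in Wg++ than in arm∆N. For cluster I in Otk++ the direction was the paper's, with 6 genes higher and none lower, at a median of 0.24.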

Other observations

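Of the tests in this part, that of embryo age was chosen after its values had been seen, and the bounds of the other tests were written before. Genes of the mitochondrial ribosome had a median below that of WT in each of the 7 genotypes, while most of those called were in Wg++ and arm∆N. Of 69 such genes, 50 were lower in Wg++ and 1 was higher, with a median log2 fold change of −0.99, and in arm∆N 44 were lower and 1 was higher, with a median of −0.77 (camera, adjusted p = 2.03e-11 and 6.06e-16, and 0.837 for each with an estimated correlation). In tcf∆N-short and in tcf∆N-long 2 were lower, and in the other 3 genotypes none passed. Some genes of planar cell polarity and of the Notch pathway were lower in arm∆N. Of 10 polarity genes 5 were lower and none higher, with a median of −0.71 (adjusted p = 0.0152, and 0.837 with an estimated correlation), and of 15 Notch genes 4 were lower and none higher, with a median of −0.75 (adjusted p = 0.0121, and 0.874 with an estimated correlation).

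Some denticle and trichome genes were lower in tcf∆N-short and in Wg++. In tcf∆N-short, 4 of 16 were lower and none was higher, with a median of −1.11 (adjusted p = 0.00442, and 0.859 with an estimated correlation), and in Wg++ 7 were lower and 1 was higher, with a median of −1.00 (adjusted p = 0.0382, and 0.874 with an estimated correlation). Genes first transcribed in the blastoderm gave a positive interaction of arm∆N with tcf∆N-short, 8 of 23 passing and none negative, with a median of 2.03 (adjusted p = 3.41e-06, and 0.837 with an estimated correlation). Table S2 lists the mitochondrial ribosome among the enrichments of genes lower in Wg++ and in arm∆N.

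Genes of mitosis and DNA replication were higher in Wg++ than in arm∆N, with a median of 1.06. The median was 1.12 after cyclic loess, which argues against a shift of whole arrays left by the normalization. If the Wg++ arrays held younger embryos, maternal and blastoderm lists would be higher and lists of late tissues lower. All 7 lists tested went this way by their medians, although 2 blastoderm genes were called lower and none higher, and against WT the blastoderm list was lower in Wg++, with a median of −0.51 and 5 of 23 genes lower. The paper describes naïve embryos as not gastrulating and free of endodermal and mesodermal cells, so muscle markers may not follow age here. A change of cell fate by Wg could also lower lists of tissues, so this test does not tell age from fate. Younger or delayed Wg++ embryos may account for part of the difference, and an effect of Wg on cell division stays open beside it. The arrays span 4 to 16 h and no age per array is at hand.

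The median of the mitochondrial ribosome genes could lie below 0 in all 7 genotypes because 1 WT array stands apart. The middle of the 7 medians was −0.398 with all arrays, −0.267 without WT replicate 1 and −0.515 without WT replicate 2. After cyclic loess it was −0.379, so a shift of whole arrays does not account for it either. A difference of the WT embryos in age or stock, which all 7 comparisons share, stays open and was not tested, as does an effect of the constructs.

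Cyp6a17, a cytochrome P450 gene, lay between 2.30 and 2.38 on all arrays of WT, tcf∆N-short, arm∆N and tcf∆N-short-arm∆N, and between 5.06 and 6.73 on those of tcf∆N-long, Wg++ and DisArmed. Otk++ lay between these, at 3.202 and 4.111. Prx6c lay at 4.78 and 4.79 in DisArmed, 5.50 and 5.40 in WT, and between 7.49 and 10.7 in the other genotypes. A variant carried by some of the fly stocks is a candidate explanation, which would part the genotypes into 2 levels. The widest gap between genotype means was 1.6 times the largest difference between 2 arrays of a genotype for Cyp6a17 and 2.72 times for Prx6c. Both fall short of the bound of 3 set for 2 clear levels. By the paper's methods the mothers came from the same mutant stock, and each construct was crossed in from a UAS line. A variant of those lines and an effect of the constructs therefore cannot be told apart for these genes.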
